# Inhibition of Inducible Heat Shock Protein-70 (Hsp72) Enhances Bortezomib-Induced Cell Death in Human Bladder Cancer Cells

**DOI:** 10.1371/journal.pone.0069509

**Published:** 2013-07-18

**Authors:** Wei Qi, Matthew C. White, Woonyoung Choi, Charles Guo, Colin Dinney, David J. McConkey, Arlene Siefker-Radtke

## Abstract

The proteasome inhibitor bortezomib (Velcade) is a promising new agent for bladder cancer therapy, but inducible cytoprotective mechanisms may limit its potential efficacy. We used whole genome mRNA expression profiling to study the effects of bortezomib on stress-induced gene expression in a panel of human bladder cancer cell lines. Bortezomib induced strong upregulation of the inducible HSP70 isoforms HSPA1A and HSPA1B isoforms of Hsp72 in 253J B-V and SW780 (HSPA1A^high^) cells, but only induced the HSPA1B isoform in UM-UC10 and UM-UC13 (HSPA1A^low^) cells. Bortezomib stimulated the binding of heat shock factor-1 (HSF1) to the HSPA1A promoter in 253JB-V but not in UM-UC13 cells. Methylation-specific PCR revealed that the HSPA1A promoter was methylated in the HSPA1A^low^ cell lines (UM-UC10 and UM-UC13), and exposure to the chromatin demethylating agent 5-aza-2′-deoxycytidine restored HSPA1A expression. Overexpression of Hsp72 promoted bortezomib resistance in the UM-UC10 and UM-UC13 cells, whereas transient knockdown of HSPA1B further sensitized these cells to bortezomib, and exposure to the chemical HSF1 inhibitor KNK-437 promoted bortezomib sensitivity in the 253J B-V cells. Finally, shRNA-mediated stable knockdown of Hsp72 in 253J B–V promoted sensitivity to bortezomib *in vitro* and in tumor xenografts *in vivo*. Together, our results provide proof-of-concept for using Hsp72 inhibitors to promote bortezomib sensitivity in bladder cancers and suggest that selective targeting of HSPA1B could produce synthetic lethality in tumors that display HSPA1A promoter methylation.

## Introduction

Recent studies have established that increased protein synthesis (translation) is crucial for neoplastic transformation. As a consequence of this increase, cancer cells appear to be particularly vulnerable to agents inhibiting the elimination of aggregated or misfolded proteins produced as a normal byproduct of protein synthesis. The proteasome plays a central role in the clearance of damaged proteins, and proteasome inhibitors induce tumor cell death in large part via protein aggregation and proteotoxicity. However, cytoprotective mechanisms are upregulated by proteasome inhibition, limiting the impact on cancer cell death [1], [2], [3]. Therefore, it is possible that tumors that possess defect(s) in these cytoprotective mechanisms will be especially sensitive to proteasome inhibitors. If the relevant cytoprotective mechanisms can be identified, it may be possible to identify these tumors prospectively. Alternatively, it may be possible to develop therapeutic approaches that disrupt these cytoprotective mechanisms thereby promoting proteasome inhibitor sensitivity in tumors that would otherwise be resistant to this class of drugs.

Heat shock also induces protein aggregation and proteotoxicity with heat shock proteins (HSPs) promoting heat tolerance by preventing inappropriate stress-induced protein aggregation, assisting in the proper refolding of denatured proteins, and, if necessary, promoting their degradation [4], [5], [6]. Members of the Hsp70 family are among the most highly conserved proteins in evolution and play critical roles in these processes [7]. The major stress-inducible member of the Hsp70 chaperone family is referred to as Hsp72 and is encoded by two genes, HSPA1A and HSPA1B, which produce Hsp72 isoforms that share all but two amino acids and are thought to be functionally redundant [8]. Hsp72 expression is controlled via rapid activation of heat shock factor-1 (HSF1), a transcription factor that binds to several specific response elements located within the Hsp72 isoform promoters and the promoters of other heat-induced cytoprotective chaperones [9]. Hsp72 is highly homologous to the 78 kDa glucose-regulated protein (HSPA5, GRP78/BiP) that plays a central role in coordinating the activation of the unfolded protein response (UPR) and is also induced by proteasome inhibitors [10]. Hsp72 is constitutively expressed at high levels in malignant tumors of various origins [11], [12], promoting cancer cell survival [13], [14]. Importantly, Hsp72 is also robustly induced by proteasome inhibitors [15], [16].

In a previous study we reported that approximately half of human bladder cancer cells are resistant to the cytotoxic effects of bortezomib *in vitro* [17]. Here, we used gene expression profiling to examine cytoprotective mechanisms that contribute to bortezomib resistance, and found that Hsp72 is one of the most robustly induced genes at the mRNA level following bortezomib exposure. However, we found that Hsp72 expression is isoform-specific in a subset of bladder cancer cells (UM-UC10 and UM-UC13) as a result of promoter methylation of the HSPA1A isoform. These cells display increased expression of the HSPA1B isoform such that basal and bortezomib-induced Hsp72 protein levels are similar to those found in cell lines that express both A1A and A1B isoforms (253JB-V and SW780). We also report that suppression of Hsp72 induction enhanced bortezomib-induced cell death in both 235JB-V and UM-UC10, and overexpression of Hsp72 protected UM-UC10 and UM-UC13 cells from bortezomib-induced cytotoxicity. Overall, regardless of which isoform generates Hsp72 protein expression, our data show that suppression of Hsp72 induction enhances bortezomib sensitivity, and support the further development of HSF1 and Hsp72 inhibitors to increase bortezomib sensitivity in bladder cancers.

## Materials and Methods

### Cell lines and Reagents

Bladder cancer cell lines were obtained from the MD Anderson Bladder Cancer SPORE Cell Line Repository and maintained in MEM supplemented with 10% fetal bovine serum (FBS) (Omega Scientific, Tarzana, CA). The authenticity of all of the cell lines was confirmed at deposit by DNA fingerprinting, and their identities were routinely confirmed during experimentation in the MD Anderson Characterized Cell Line Core [18]. Cell line 253-JB-V, [19] UMUC-10, [20] and UMUC-13 [20] were isolated from patients with urothelial cancer. SW780 was originally purchased from American Type Culture Collection (ATCC) at Biocompare.com. Bortezomib was purchased from ChemieTek (IN, USA). For *in vitro* experiments, bortezomib was dissolved in DMSO at a stock concentration of 10 mM, sterilized by filtration through a 0.22 µm syringe filter, with aliquots stored at −20°C until use. Prior to use, the stock was diluted in medium to the desired concentrations. For injection of mice, bortezomib was dissolved in saline containing 10 mg/mL mannitol just before treatment.

### Cell Viability Assays

Cells were exposed to bortezomib, collected at the indicated time points by trypsinization, and resuspended in 500 µl PBS. Fifty µl PBS, pH 7.4, containing 100 µg/ml propidium iodide (PI) was added to the resuspended cells, and PI uptake (indicative of cell death) was analyzed immediately by flow cytometry (FACS) on a Cytomics FC 500 with CXP Software (Beckman Coulter, Inc., Fullerton, CA.

For trypan blue exclusion, cells were collected by trypsinization, stained with 0.4% trypan blue (Invitrogen), and cells were counted using a hemocytometer. The experiment was conducted in triplicate.

### Microarray Analyses

Microarray experiments were performed as described previously [21] with minor modifications. RNA was isolated from cells using the TRIzol Reagent (Invitrogen/Life Technologies, Grand Island, NY), followed by cleanup with RNeasy Mini kits (Qiagen, Germantown, MD). RNA was used for the synthesis of biotin-labeled cRNA, which was prepared using the Illumina RNA amplification kit (Ambion/Life Technologies), and then hybridized to Illumina Human-HT12 (Illumina, Inc., Hayward, CA) chips. Washed chips were scanned with BeadStation 500x (Illumina) and the signal intensities quantified with BeadStudio (Illumina). The heatmap was made using Cluster 3.0 and Java Treeview from the Eisen lab (http://www.eisenlab.org/eisen/). The microarray dataset can be found in Gene Expression Omnibus, accession number GSE46132.

### mRNA Extraction, Reverse Transcription and Quantitative Real-time PCR

mRNA extraction and reverse transcription were performed as described previously [22]. RNA was isolated from cells using the TRIzol Reagent (Invitrogen), and cDNA synthesis was performed using SuperScript III First-Strand Synthesis System for RT–PCR (Invitrogen). Real-time PCR for HSPA1A, HSPA8, HSPB1, DNAJB1, and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was performed using a StepOne real-time PCR system (Applied Biosystems/Life Technologies). The TaqMan primer sets for HSPA1A (Hs00359163_s1), HSPA1B (Hs00271244_s1), pan-HSPA1A & HSPA1B (Hs00271229_s1), HSPA8 (Hs03045200_g1), HSPB1 (Hs03044127_g1), DNAJB1 (Hs00428680_m1), and for GAPDH (4333764F) were purchased from Applied Biosystems. The amplification protocol consisted of one cycle at 50°C for 2 min, one cycle at 95°C for 10 min, followed by 40 cycles at 95°C for 15 s and 60°C for 60 s, and transcript levels were quantified using the comparative C_T_ method. The resulting data were analyzed with StepOne software and expressed as the mean of ratios (relative expression to control) ± SE, and GAPDH served as the internal loading control.

### Treatment of Cells with 5-aza-2′-deoxycytidine (5-AzdC)

Cells were plated at low density (∼5×10^4^ cells/well) in 6-well plates and allowed to attach overnight. Cells were then exposed to 5 µM 5-AzdC dissolved in 50% acetic acid for 5 days. Bortezomib (30 nM) was then added to appropriate wells 6 hours prior to harvesting on day 5, and cells were collected for RNA isolation. 5-AzdC was obtained from Sigma.

### DNA Methylation Analysis

Genomic DNA was isolated using a genomic DNA isolation kit (Qiagen). DNA (1 µg) was converted with sodium bisulfite using the EpiTect Bisulfite Kit (Qiagen) according to the manufacturer’s instructions. The bisulfite-modified DNA was then subjected to methylation-specific PCR (MSP). The primers used for MSP were designed using Methprimer. The primer set for converted methylated DNA was 5′-TGTTTTTTTTATTCGGATTAGTTAAC-3′ (forward) and 5′-CCACCTACTCGCTAAAACTACGTA-3′ (reverse); The primer set for converted unmethylated DNA was 5′- TTTTTTTTATTTGGATTAGTTAATGT -3′ (forward) and 5′- CCCACCTACTCACTAAAACTACATA -3′ (reverse). The PCR protocol included an initial incubation at 95°C for 10 min, followed by 35 cycles of 95°C for 30 s, 49°C for 30 s and 72°C for 40 s, followed by one cycle of 72°C for 10 min. MSP PCR products were separated on 2% agarose gels and visualized by ethidium bromide staining. Fully methylated control DNA and unmethylated control DNA were used as controls.

### Immunoblotting

Cells were harvested by trypsinization and lysed in buffer containing 20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton, 2.5 mM sodium pyrophosphate, 1 mM beta-glycerophosphate, 1 mM Na_3_VO4, 1 µg/ml leupeptin and 1 mM PMSF. Whole-cell extracts (20 µg total protein) were subjected to sodium dodecyl sulfate-10% polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose membranes (Bio-Rad, Hercules, CA). Membranes were probed first with either a monoclonal antibody specific for the Hsp72 (SPA-810, Stressgen/Enzo Life Sciences, Farmingdale, NY), HSF1 (SPA-901, Stressgen/Enzo) or human beta-actin (Sigma, St. Louis, Mo.), and then with appropriate horseradish peroxidase-conjugated second antibodies (Santa Cruz Biotechnology, Dallas, TX). Immunodetection was performed using ECL (Amersham, Piscataway, N.J.) according to manufacturer’s instructions.

### Chromatin Immunoprecipitation

Chromatin Immunoprecipitation (ChIP) was performed with the ChIP-IT™ Express Enzymatic kit, and ChIP-IT™ Control Kit (Active Motif) according to the manufacturer’s protocol. Control and bortezomib-treated 253JB-V and UM-UC13 cells (1.5×10^7^ each) were fixed for 8 minutes at room temperature and sheared by enzymatic digestion for 10 minutes. The sheared chromatin yielded bands between 200–1500 bp as visualized by agarose gel electrophoresis. DNA bound to HSF1 was precipitated with an anti-HSF1 antibody (Stressgen/Enzo, SPA-901). To amplify the HSF1-bound HSPA1A promoter, the precipitated DNA was subjected to real-time PCR using the TaqMan® Gene Expression Master Mix with Custom TaqMan® Gene Expression Assay primers (ABI) corresponding to the HSF1-binding region of the HSPA1A promoter (−10 to −180) [23], [24]. Real-time PCR was performed using ABI StepOne with following conditions: 5 minutes at 50°C; 10 minutes at 95°C; then 40 cycles of 95°C for 15 seconds, 60°C for 60 seconds. The data presented represent results from three separate ChIP experiments and were normalized to reactions performed with 1% of input. End-point PCR reactions were also performed as described previously [25] to confirm the real-time PCR results. Normal IgG antibody was used as a control.

### Molecular Modulation of Hsp72 Expression

The lentiviral pLKO.1-based constructs TRCN0000008762 and TRCN0000008757 specifically targeting the Hsp72 gene were purchased from Open Biosystems, Inc. The empty pLKO.1 vector was used as a control. Recombinant viruses were produced by calcium phosphate transfection of HEK293T cells using standard protocols. At day 2–3 post-culture, 253J-BV cells were incubated with shRNAs and polybrene (6 µg/ml) for 16∼24 hours, and the transduced cells were selected in 1 µg/ml puromycin. For transient silencing of Hsp72 in UM-UC10 cells, cells were incubated in 6 or 24-well plates for 72 hours with either non-targeting (D-001206-14-20), siHSPA1A (L-005168-00), or HSPA1B (L-003501-00) siRNA constructs from Dharmacon/Thermo Scientific, Waltham, MA. Lipofectamine RNAiMAX transfectionreagent (Invitrogen) was used to enhance siRNA delivery according to manufacturer’s instructions. For overexpression of Hsp72, the Precision LentiORF RFP control (OHS5832) and Precision LentiORF individual clone for HSPA1A (OHS5897–100998480) were purchased from Open Biosystems, Inc. Transduced cells were selected in 5 µg/ml blasticidin and FACS sorting of GFP positive cells.

### Lysosomal Integrity Assays

Cells (∼1–2×10^5^) were plated in 6-well plates and allowed to attach overnight. Cells were then exposed to bortezomib for 24 h. Following drug treatments, 100 nM LysoTracker Red DND-99 (Molecular Probes/Life Technologies, Grand Island, NY) was added to cells for 30 minutes prior to harvest. Cells were trypsinized, washed once with PBS, and resuspended in fresh PBS, and fluorescence was measured using a Beckman Coulter FC500 flow cytometer.

### Xenograft Studies

Female athymic nude mice were purchased from National Cancer Institute (NCI-Frederick). The mice were housed and maintained under specific pathogen-free conditions in facilities approved by the American Association for Accreditation of Laboratory Animal Care and in accordance with current regulations and standards of the United States Department of Agriculture, United States Department of Health and Human Services. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the University of Texas M. D. Anderson Cancer Center Animal Care and Use Committee (ACUF Protocol # 11-00-12734). The mice are monitored daily, including weekends and holidays, with euthanasia performed using CO2 in the event of any of the following: tumor greater than 1.5 cm, >20% weight loss, lethargy, inability to obtain food and/or water, labored breathing, hunched posture, abdominal distension equivalent to a pregnant mouse, or incapacitated as a result of tumor growth.

Nude mice (NIH, 6 weeks of age) were inoculated subcutaneously (s.c.) with 2×10^6^ 253J B-V cells transduced with the HSPA1A shRNA construct (253JB-V.KDHsp72) or a non-targeting control construct (253JB-V.NT) (10 mice/group). When tumors became palpable (5∼7 days), the mice were randomly assigned to control or treatment groups. The mice were treated i.v. (via the tail vein) biweekly with 1 mg/kg bortezomib formulated in saline containing 10 mg/mL mannitol in a volume of 100 µl or with 100 µl saline containing 10 mg/mL mannitol as a vehicle control. Caliper measurements of the longest perpendicular tumor diameters were performed twice a week after the start of treatment, and the volumes of tumors were calculated using the formula: W*W*L/2 (where W and L represented transverse diameter, and longest longitudinal). For H&E analysis, tumors were collected from mice 24 hours after the second drug treatment and then fixed in OCT and 10% formalin.

### UCSC Genome Browser

The UCSC Genome Browser [26] was used to identify the presence of a CpG island surrounding the HSPA1A promoter region, Within the Genome Browser, the encyclopedia of DNA elements consortium (ENCODE) database [27] was used to identify the presence of methylation in other cell types. The UCSC Genome Browser is publically available at the following site: http://genome.ucsc.edu/.

### Statistics

Statistics were generated using the Student’s *t* test functions available in GraphPad Prism 5 and Microsoft Excel software. P-values of <0.05 were considered to be significant.

## Results

### Differential Induction of HSPA1A in Bladder Cancer Cells

We selected four representative human bladder cancer cell lines (253J B-V, SW780, UM-UC10, and UM-UC13) for characterization of the molecular biological mechanisms that determine cellular responsiveness to the proteasome inhibitor bortezomib. We first confirmed that the cell lines were heterogeneous with respect to their sensitivities to bortezomib-induced cell death as determined using propidium iodide staining and FACS analysis (PI-FACS) to measure loss of plasma membrane integrity (Fig. 1A). We then used whole genome mRNA expression profiling (Illumina platform) to identify the gene expression patterns associated with drug sensitivity and/or resistance. 

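RNA from 253JB-V cells, the most bortezomib-resistant of the 4 lines, and from UM-UC13 cells, the most sensitive, was hybridized to 8 Illumina Human-HT12 arrays. Each line was profiled untreated and after exposure to bortezomib, at 6 h and at 12 h, with 1 array per condition and no replicate. The 2 time points stand in for replication, and nothing says whether the arrays come from separate cultures. The paper's text and the sample labels do not give the dose of bortezomib used for the arrays. The authors quantified bead signals with BeadStudio and deposited, for 48799 probes, the signal intensity and the detection p-value, which is the share of negative control probes that are brighter. Between 11168 and 12533 probes per array (median 11701.5) had a detection p-value under 0.01. The median signal per array was 95.7 to 104, close to background, and the brightest probe gave 41051.6 to 46658.4. The authors also deposited normalized signals, and the paper's text does not name the normalization. Starting from the deposited signals, the arrays were background-corrected and quantile-normalized together, and 9406 genes detected on at least 2 arrays were tested with limma, with 1 probe per gene. Across these genes the untreated arrays at 12 h differed from those at 6 h with an SD of 0.27 on the log2 scale in 253JB-V and 0.26 in UM-UC13. The changes with bortezomib had a larger spread, with an SD of 0.50 at 6 h and 0.70 at 12 h in 253JB-V, and of 0.44 and 0.65 in UM-UC13. The number of arrays limits the precision of every value.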

Bortezomib induced strong upregulation of mRNA encoding the major inducible isoform of Hsp72 (HSPA1A) in the most bortezomib-resistant cell line (253J B-V) but not in the most drug-sensitive line (UM-UC13) (Fig. S1). 

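HSPA1A rose in 253JB-V cells by a log2 fold change of 3.22 (standard error 0.26, limma adjusted p = 9.2e-04), or 9.32-fold, and ranked 5 by fitted size among the rises in that line. The log2 fold change was 3.12 at 6 h and 3.32 at 12 h. In UM-UC13 cells the HSPA1A probe (ILMN_1789074) was at background without the drug and close to it with the drug. Its deposited signal in UM-UC13 was 91.2 and 88.7 in untreated cells at 6 and 12 h, and 128 and 179 after bortezomib. Of these 4 arrays, only the treated array at 12 h passed the detection limit. The same probe gave 3673 and 3279 in untreated 253JB-V cells and 33502 and 31697 after bortezomib.

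**Figure D1:**
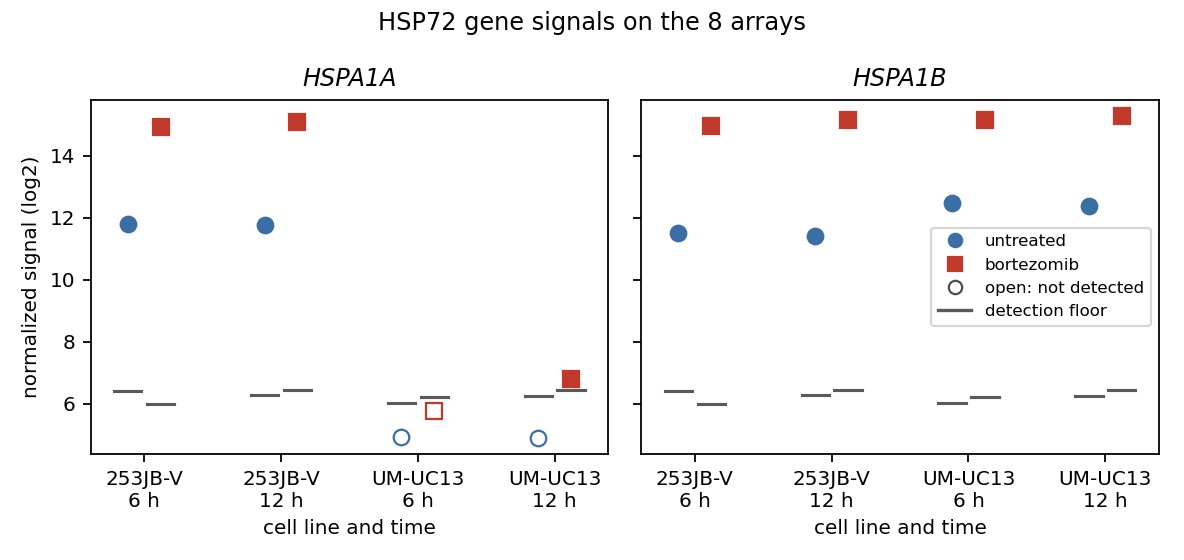
Normalized log2 signal of HSPA1A and HSPA1B on each of the 8 arrays, by cell line, time and treatment. Each symbol is 1 array, open symbols were not detected, and the short lines mark the dimmest detected probe of the array. HSPA1A reaches 14.91 and 15.07 in treated 253JB-V cells and 5.75 and 6.80 in treated UM-UC13 cells.

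The fitted log2 fold change of HSPA1A in UM-UC13 was 1.37 (standard error 0.26, limma adjusted p = 0.0187). Because the untreated level was at background, the fold in UM-UC13 can only be given as a bound. Over both times the bound was 1.10-fold, but this mean includes the treated 6 h array, which did not detect the probe. At 12 h, where the treated array did, a rise of at least 1.48-fold can be stated under this processing. At 6 h the log2 fold change in UM-UC13 was 0.84, but neither array detected the probe, so no rise can be stated there. The fitted difference between the responses of the 2 lines was 1.85 on the log2 scale (standard error 0.37, adjusted p = 0.106 over all genes tested). Treated HSPA1A in 253JB-V was at 71.8% and 71.5% of the brightest probe of its arrays, so its level and rise there may be held back. The size of the difference also depends on how background is handled, since the rise in UM-UC13 is known only as a lower bound. It passed the threshold without background correction (2.44, adjusted p = 9.3e-04) and with the authors' normalized values (2.49, adjusted p = 8.4e-04), and its adjusted p ranged from 2.7e-04 to 0.664 over the alternatives. Before treatment, HSPA1A was at least 49.9-fold higher in 253JB-V than in UM-UC13 (limma adjusted p = 2.9e-08). This bound was 24.5-fold without background correction and 23.2-fold with the authors' normalized values. After bortezomib HSPA1A was at least 413-fold higher at 6 h, and 310-fold higher at 12 h, where both lines were detected. The 6 h bound was 205-fold without background correction and 192-fold with the authors' values. At 12 h the authors' normalized signals were 30957 in 253JB-V and 181 in UM-UC13, a smaller ratio. From these arrays, the paper states that HSPA1A mRNA was strongly upregulated in the resistant line and not in the sensitive one, and it went on to measure HSPA1A by RT-PCR in 4 lines (Fig. 1B).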

We confirmed these results using quantitative real-time RT-PCR, demonstrating that HSPA1A mRNA was strongly induced by bortezomib in 253JB-V and SW780 cells (∼25–60 fold over untreated levels), whereas expression increased only slightly induced (∼2–4 fold over untreated levels) in UM-UC10 and UM-UC13 cells (Fig. 1B). We also noticed very low basal HSPA1A mRNA expression in UM-UC10 and UM-UC13 cells (∼50–250 fold lower than 253JB-V and SW780) and these differences were exacerbated upon bortezomib exposure such that HSPA1A expression levels were ∼1000–3000 fold lower in UM-UC10 and UM-UC13 cells than in 253JB-V and SW780 (Fig. 1B). However, immunoblotting revealed comparable Hsp72 protein levels in all 4 cell lines (Fig. 1C).

**Figure 1:**
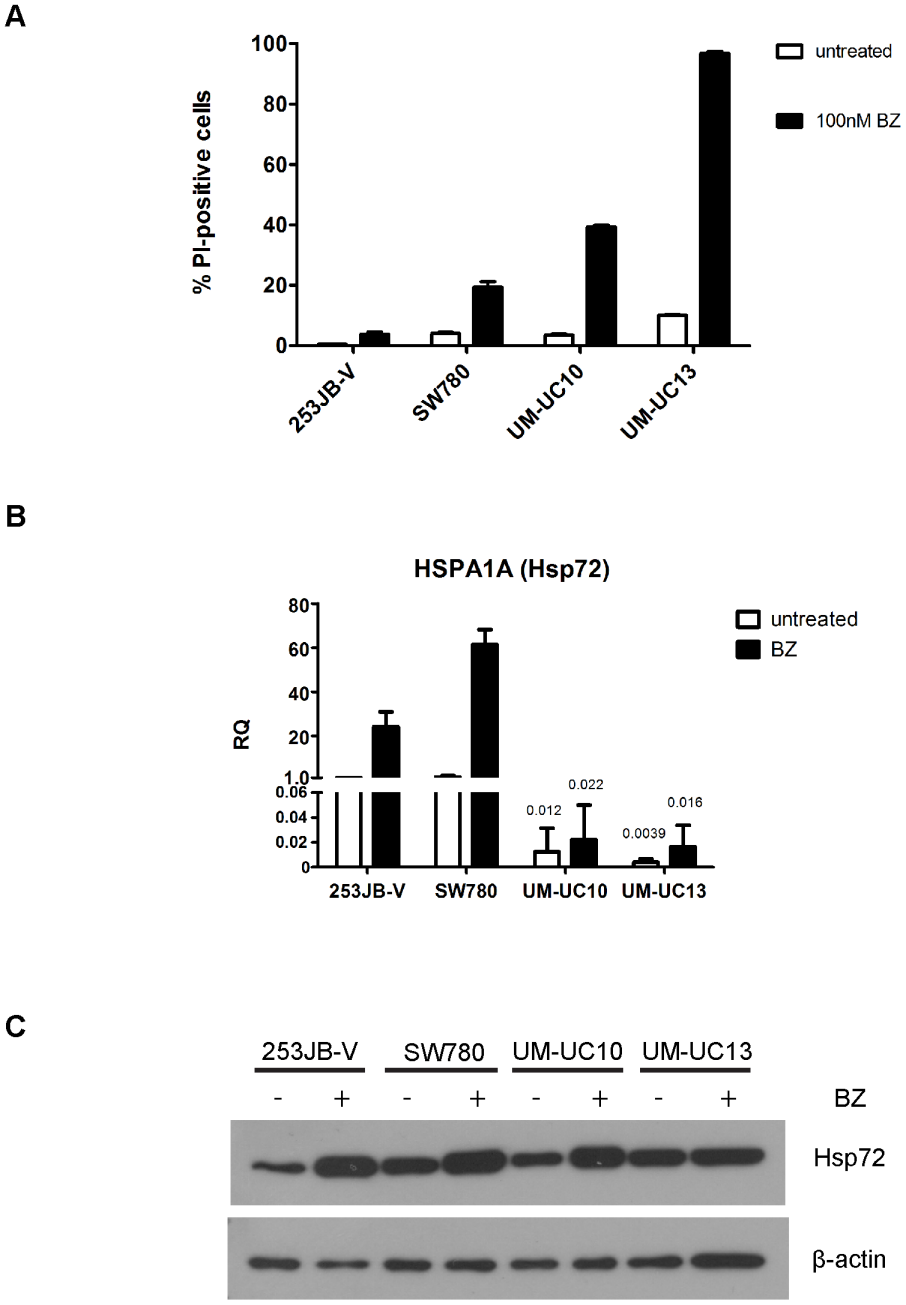
Effects of bortezomib on cell death and Hsp72 mRNA and protein expression in a subset of bladder cancer cells. **A.** Effects of bortezomib on cell death. Bladder cancer cell lines (253JB-V, SW780, UM-UC10, UM-UC13) were incubated with or without 100nM bortezomib for 24 hours and PI/FACS was used to quantify cell death. Mean ± SEM, n = 3. **B.** Effects of bortezomib on the mRNA expression of Hsp72 isoform HSPA1A. Cells were exposed to 30 nM bortezomib for 6 h and HSPA1A was measured by quantitative RT-PCR. RQ = relative quantity (to GAPDH). Values represent mean ± SEM (N≥3) **C.** Effects of bortezomib on Hsp72 protein levels. Cells were incubated for 16–18 h with 30 nM of bortezomib (nM), and Hsp72 levels were measured in whole cell lysates by immunoblotting. Blots are representative of two independent experiments.

### HSPA1B Isoform Compensates for Loss of HSPA1A Expression in UM-UC10 and UM-UC13 Cells

Hsp72 is encoded by two independent genetic loci (HSPA1A and HSPA1B) that produce highly homologous protein products. We therefore characterized HSPA1B expression in the HSPA1A^low^ cells. We used primers specific for the two isoforms of Hsp72, HSPA1A and HSPA1B, as well as a primer that recognized both (pan) isoforms for comparison. Our data revealed that the HSPA1A^low^ cells (UM-UC10, UM-UC13) had higher expression of the HSPA1B isoform at baseline than did the HSPA1A-high cells (253JB-V, SW780) (Fig. 2A). In addition, HSPA1B expression was more robustly induced following bortezomib exposure in the HSPA1A^low^ cells lines that lacked the A1A isoform (Fig. 2B). Importantly, expression measured by the pan-primer was similar across all four cell lines, corroborating the immunoblotting data (Fig. 1C). These data suggest that increased HSPA1B expression compensated for the lack of HSPA1A and accounted for the Hsp72 protein expression in the UM-UC10 and UM-UC13 cells.

**Figure 2:**
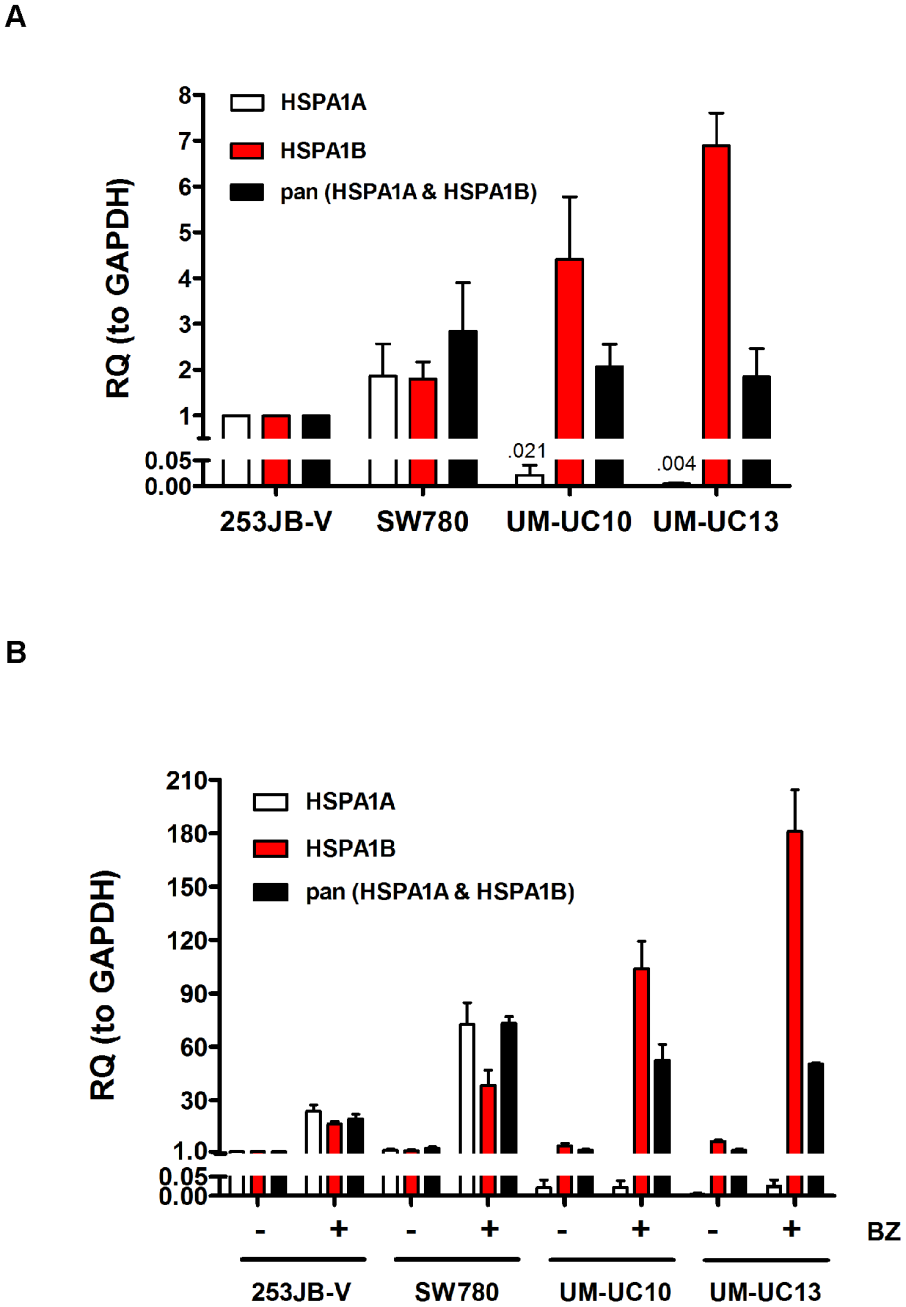
Increased HSPA1B expression compensates for loss of HSPA1A expression in UM-UC10 and UM-UC13 cells. **A.** Basal expression of HSPA1A and HSPA1B isoforms across the four cell lines. **B.** Bortezomib-induced expression of HSPA1A and HSPA1B across the four cell lines. Specific primers for each isoform, as well as a pan-primer that recognized both isoforms, were used to measure expression by quantitative RT-PCR. Values represent mean±SE (n = 2). RQ = relative quantity (to GAPDH).

### Lack of HSPA1A Inducibility in UM-UC10 and UM-UC13 Cells is due to Promoter Methylation

Heat shock factor-1 (HSF1) activation controls the global heat shock response and stress-induced upregulation of Hsp72 [28]. To test whether HSF1 expression was influencing differences in HSPA1A expression among our cell lines, we measured HSF1 mRNA and protein levels in the 253JB-V (HSPA1A^high^) and UM-UC13 (HSPA1A^low^) cells. We observed modest differences in basal and BZ-induced HSF1 mRNA levels between 253JB-V and UM-UC13 cells; specifically, 253JB-V showed a 2-fold increase in HSF1 levels upon drug exposure, whereas UM-UC13 showed only ∼1.3 fold increase, but had 2-fold higher HSF1 mRNA expression at baseline than did 253JB-V (Fig. 3A, left panel). However, protein levels appeared essentially equal between both cell types (Fig. 3A, right panel). Furthermore, other HSF1 targets were strongly induced, including the aforementioned HSPA1B (Fig. 2) and DNAJB1 (Hsp40) (Fig. S2) in the UM-UC10 and UM-UC13 cells suggesting that there was no generalized defect in endogenous HSF1 activation in these cells. We therefore reasoned that the UM-UC10 and UM-UC13 cells might possess specific defect(s) in HSF1-mediated activation of the HSPA1A promoter. Consistent with this idea, chromatin immunoprecipiation (ChIP) revealed that 253J B-V cells possessed higher levels of HSF1 binding to the HSPA1A promoter at baseline and following bortezomib exposure than did UM-UC13 (∼2-fold and ∼5-fold higher, respectively) (Fig. 3B). The fold-induction of HSF1 binding by bortezomib was ∼9-fold vs. ∼4-fold in 253JB-V and UM-UC13, respectively. Analysis of the HSPA1A promoter using the UCSC Genome Browser revealed that it lies within a CpG island that is methylated in other cancer cell lines (Fig. S3). Using methylation-specific PCR, we confirmed that the HSPA1A promoter was strongly methylated in the UM-UC10 and UM-UC13 but not in the 253J B-V or SW780 cells (Fig. 3C), which possibly accounted for defective bortezomib-induced HSPA1A induction. To directly test this possibility, we examined the effects of the histone methyltransferase inhibitor 5-aza-2′-deoxycytidine on basal and bortezomib-induced HSPA1A mRNA levels in the UM-UC10 and UM-UC13 cells. The inhibitor induced large increases in both basal and proteasome inhibitor-induced HSPA1A levels in both bortezomib-sensitive cell lines (Fig. 3D). Together, these results demonstrate that chromatin methylation is responsible for the defective HSPA1A induction observed in UM-UC10 and UM-UC13 cells.

**Figure 3:**
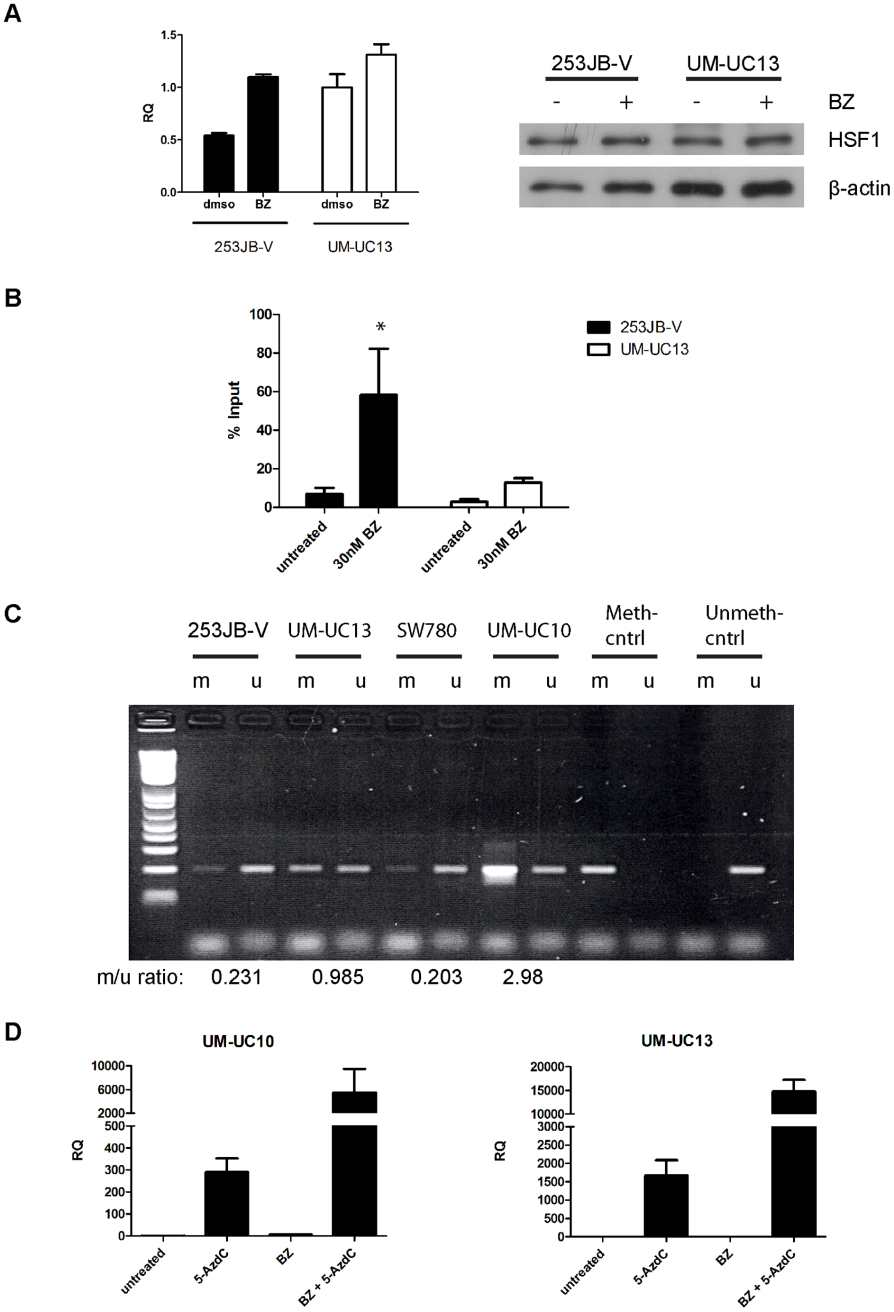
Selective methylation of the HSPA1A promoter suppresses gene expression in UM-UC10 and UM-UC13 cells. **A.** Expression of HSF1. 253J B-V and UM-UC13 bladder cancer cell lines were exposed to bortezomib for 12 h and HSF1 mRNA (left panel) and protein levels (right panel) were measured by quantitative RT-PCR and immunoblotting, respectively. Values represent mean±SE (n = 2); blots are representative of at least two independent experiments. **B.** Chromatin immunoprecipitation (ChIP) analysis of HSF1 binding to the HSPA1A promoter. Note that basal and bortezomib-induced HSF1 binding was greatly reduced in the bortezomib-sensitive UM-UC13 cells. Mean ± SEM, n = 3. *P<0.05 **C.** Selective methylation of the HSPA1A promoter in bortezomib-sensitive human bladder cancer cells. Methylation-specific PCR was used to assess chromatin methylation in drug-sensitive (UM-UC10, UM-UC13) and drug-resistant (253J B-V, SW780) cell lines as described in Materials and Methods. m, methylated; u, unmethylated. m/u ratios were calculated using densitometry. Data are representative of at least two independent experiments. **D.** The DNA methyltransferase inhibitor 5-aza-2′-deoxycytidine restores HSPA1A expression in bortezomib-sensitive cells. Cells were incubated with 5 µM 5-AzdC for 5 days and then incubated with or without 30nM bortezomib for 6 h, and HSPA1A expression was measured by quantitative real-time PCR. Values represent mean ± SEM, n = 3. RQ = relative quantity (to GAPDH).

### Modulation of HSPA1A and HSPA1B Expression in the HSPA1A^low^ Cells

Since UM-UC10 and UM-UC13 lacked HSPA1A expression, we examined whether replacing the HSPA1A isoform would promote bortezomib resistance. To address this, we stably overexpressed HSPA1A in both UM-UC10 and -UC13 cells using a lentiviral vector. HSPA1A mRNA expression was confirmed using qRT-PCR and Hsp72 total protein increases by immunoblotting (Fig. 4A). HSPA1A overexpressing cells and empty vector transduced cells were then exposed to bortezomib and we discovered that overexpression significantly reduced bortezomib-induced cell death (Fig. 4B). Conversely, because UM-UC10 and -UC13 cells appeared to be relying solely on HSPA1B mRNA for Hsp72 protein expression, we hypothesized that these cells may be particularly susceptible to targeting of HSPA1B. To test this, we used siRNA to transiently silence HSPA1B in UM-UC10 cells. Analysis of knockdown efficiencies revealed that the commercially available siRNAs cannot specifically target individual isoforms (i.e., siHSPA1A silenced HSPA1B) (Fig. 4C). Nonetheless, a combination of siHSPA1A and siHSPA1B sequences yielded the best (though not complete) overall knockdown of the A1B isoform at both the RNA and protein level (Fig. 4C). Using this strategy, we confirmed that blockade of HSPA1B induction sensitized UM-UC10 cells to bortezomib (Fig. 4D).

**Figure 4:**
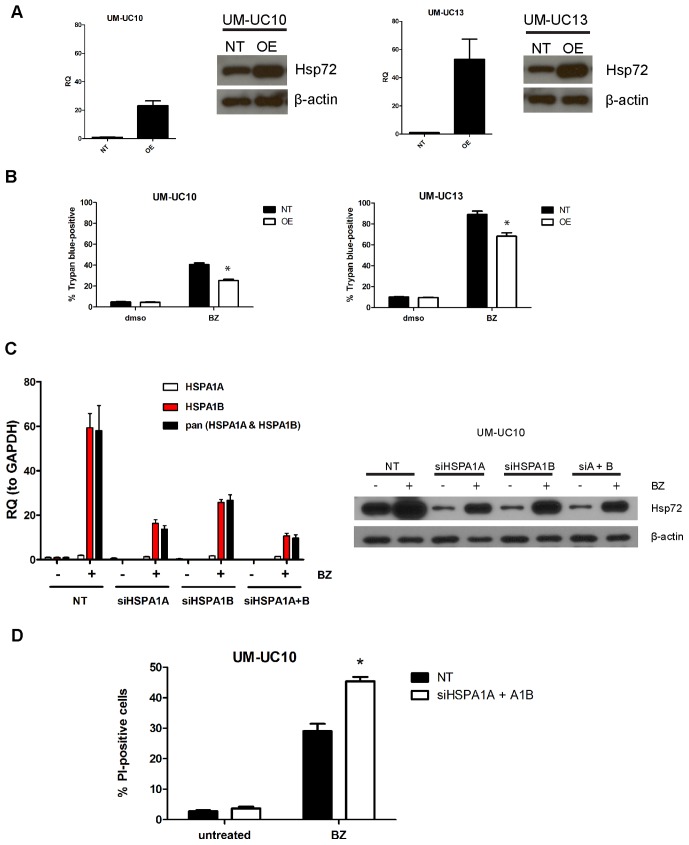
Genetic modulation of HSPA1A and HSPA1B in HSPA1A-low UM-UC10 and UM-UC13 cells. **A.** Effects of enforced HSPA1A overexpression on HSPA1A mRNA and Hsp72 total protein levels in UM-UC10 and UM-UC13 cells. Cells were stably transduced with a lentiviral HSPA1A expression construct, and HSPA1A levels were measured by quantitative RT-PCR. Mean ± SEM, n = 3. RQ = relative quantity (to GAPDH). Protein levels were measured via immunoblotting. Blots are representative of two independent experiments. **B.** Effects of HSPA1A overexpression on bortezomib-induced cell death. Cells transduced with empty vector (NT) or with the HSPA1A expression construct were exposed to 30 nM bortezomib for 24 h and plasma membrane integrity was measured by trypan blue uptake. (The presence of RFP in the expression construct prevented our use of the PI/FACS cell death assay.) Mean ± SEM, n = 3. *, P<0.02. **C.** Knockdown of HSPA1B in UM-UC10 cells. Left panel, knockdown efficiencies of siRNA against HSPA1A, HSPA1B, or both isoforms as measured by quantitative RT-PCR following exposure to 30 nM bortezomib for 6 h. RQ = relative quantity (to GAPDH). Right panel, corresponding knockdown of Hsp72 protein levels by the difference siRNA sequences following exposure to 30 nM BZ for 14 h. Data are representative of two independent experiments. **D.** Effect of HSPA1B knockdown on bortezomib-induced cell death in UM-UC10 cells. Following 72 h knockdown, cells were exposed to 30 nM bortezomib for 24 h and cell death measured by PI/FACS analysis. Values represent mean±SE (n = 3). *P<0.01.

### Hsp72 Induction Inhibits Bortezomib-induced Cell Death

To more directly determine whether bortezomib-induced Hsp72 upregulation promoted resistance, we stably knocked down Hsp72 in 253JB-V bortezomib-resistant cells using a lentiviral shRNA vector (Fig. 5A). Baseline HSPA1A mRNA levels were reduced by more than 75% in the cells, but shRNA-mediated suppression of HSPA1A mRNA (Fig. 5A. upper panel) and Hsp72 protein (Fig. 5A, lower panel) was less impressive following exposure to bortezomib, presumably because the proteasome inhibitor produced such a strong upregulation of Hsp72. Nonetheless, stable Hsp72 knockdown significantly enhanced bortezomib-induced loss of plasma membrane integrity as measured by propidium iodide uptake (Fig. 5B). Previous studies concluded that Hsp72 induction serves a cytoprotective function within the integrated stress response (ISR) by stabilizing lysosomes [29]. As such, we compared the effects of bortezomib on lysosomal integrity in the 253JB-V cells transduced with control vector (253JB-V NT) or the KD9 HSPA1A-specific shRNA construct. Bortezomib had little to no effect on lysosomal integrity in the 253JB-V NT cells but induced strong, concentration-dependent loss of lysosomal integrity in the 253JB-V-KD9 cells (Figure 5C). Together, these results confirm that bortezomib-induced Hsp72 induction functions to promote lysosomal integrity and to inhibit cell death. Finally, we examined whether pharmacologic HSF1 inhibition would also promote bortezomib-induced cell death. The chemical HSF1 inhibitor KNK-437 strongly attenuated bortezomib-induced HSPA1A induction (Fig. 5D) and promoted cell death (Fig. 5E) in the 253JB-V cells. These data support the idea that chemical inhibitors of HSF1 and/or Hsp72 can be used to promote bortezomib-induced cell death.

**Figure 5:**
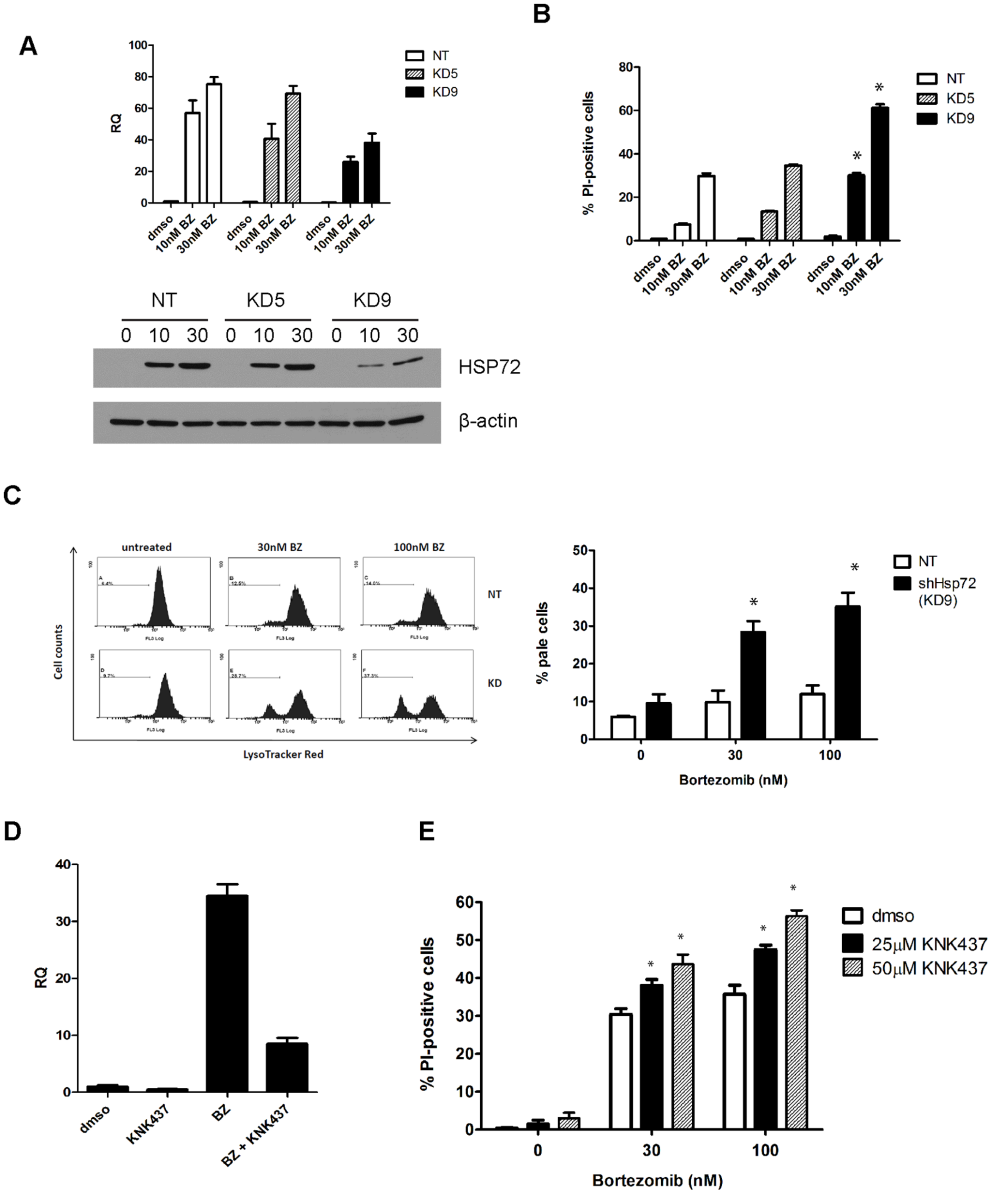
Inhibition of Hsp72 induction sensitizes resistant cells to bortezomib. **A.** Effects of stable Hsp72 knockdown on basal and bortezomib-induced Hsp72expression. 253J B-V cells were transduced with a non-targeting (NT) or HSPA1A/B (KD5, KD9) lentiviral shRNA constructs as described in Materials and Methods. Top panel, cells were incubated with or without indicated concentrations of bortezomib for 6 h and HSPA1A expression was measured by quantitative RT-PCR. Mean ± SEM, n = 3. RQ = relative quantity (to GAPDH). Bottom panel, effects of stable Hsp72 knockdown on Hsp72 protein levels. Cells were incubated for 12 h with indicated concentrations of bortezomib (nM), and Hsp72 levels were measured in whole cell lysates by immunoblotting. **B.** Effects of stable Hsp72 knockdown on bortezomib-induced cell death. Cells were incubated with the indicated concentrations of bortezomib for 48 h and PI/FACS analyses were used to quantify cell death. Mean ± SEM, n = 3. *, P<0.01 compared to corresponding NT values. **C.** Effects of stable Hsp72 knockdown on lysosomal membrane integrity. Cells were exposed to the indicated concentrations of bortezomib for 18 h prior to staining with Lysotracker Red, and loss of red fluorescence was measured by FACS. Left panel: representative FACS histograms. Right panel: results were quantified (mean±SEM; n = 3). *P<0.03. **D.** Effects of pharmacologic inhibition by KNK-437 on bortezomib-induced HSPA1A levels. Bortezomib-resistant 253J B-V cells were exposed to 25 µM KNK-437 with or without 100 nM bortezomib for 12 h, and HSPA1A levels were measured by quantitative RT-PCR. Mean ± SEM, n = 3. RQ = relative quantity (to GAPDH). **E.** Effects of KNK-437 on cell death. 253J B-V cells were exposed to 25 or 50 µM KNK-437 in combination with 30 or 100 nM bortezomib for 48 h, and loss of plasma membrane integrity was quantified by PI/FACS. Mean ± SEM, n = 3. *, P<0.05.

### Hsp72 Knockdown Promotes Bortezomib-induced Tumor Growth Inhibition in vivo

In a final series of experiments we examined whether stable Hsp72 knockdown would promote the growth-inhibitory effects of bortezomib in 253JB-V tumors in vivo. We established subcutaneous tumors using 253J B-V cells transduced with either the non-targeting (NT) or Hsp72-specific KD9 shRNA constructs and dosed animals with bortezomib (1 mg/kg, the MTD) twice weekly via i.v. injection. Using quantitative real-time RT-PCR, we confirmed that bortezomib increased HSPA1A mRNA levels in vivo and that the shRNA construct inhibited these effects (Fig. 6A). The untreated 253JB-V KD9 tumors displayed somewhat slower tumor growth than did the 253JB-V NT tumors, but the differences did not reach statistical significance. Biweekly therapy with bortezomib had no significant effects on the growth of the control 253JB-V.NT tumors (Fig. 6B), consistent with our previous findings [17]. Conversely, bortezomib almost completely suppressed the growth of the tumors derived from the 253JB-V cells transduced with the HSPA1A-specific shRNA construct (Fig. 6B).

**Figure 6:**
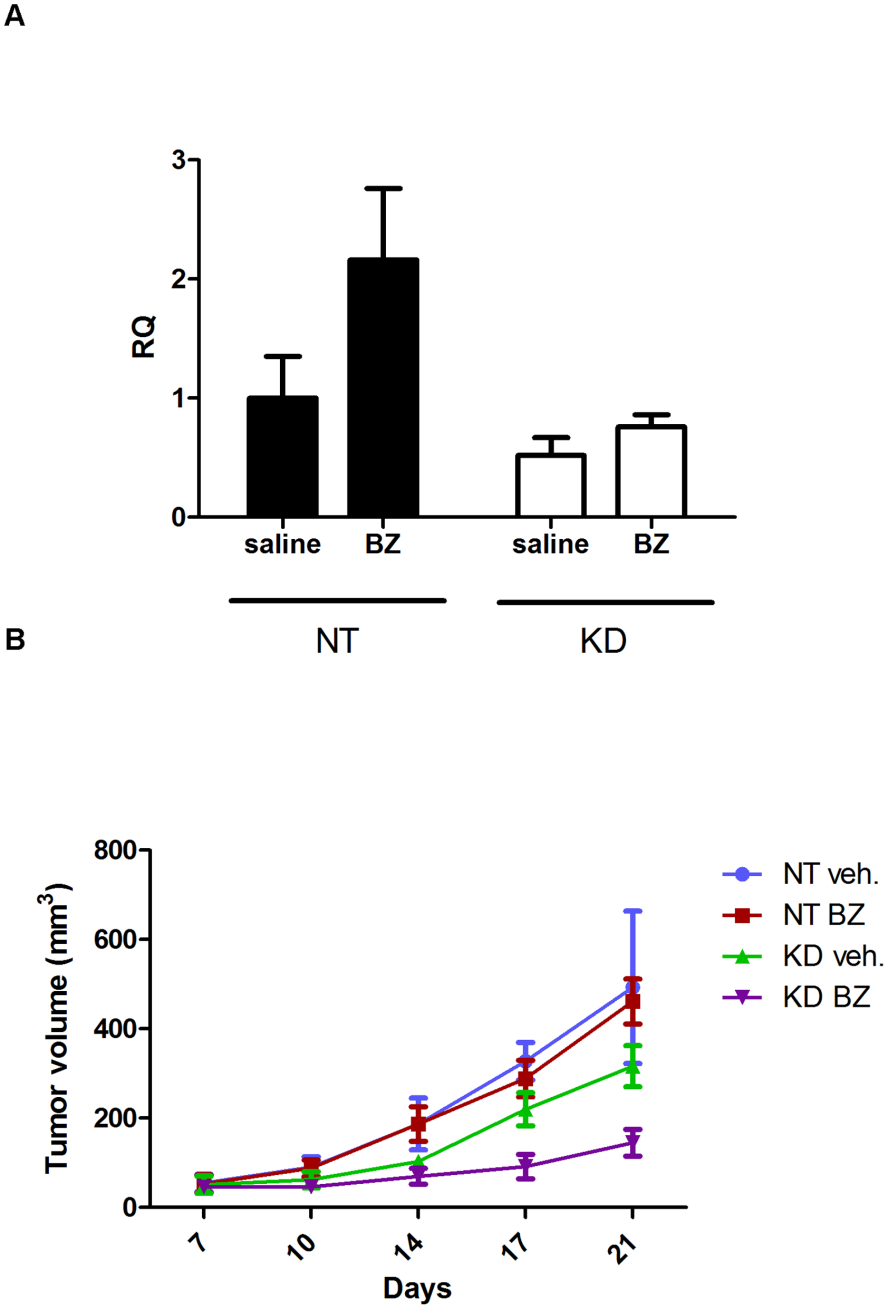
Knockdown of HSPA1A promotes bortezomib-induced growth inhibition *in vivo*. **A.** Effects of bortezomib on HSPA1A induction. Animals were injected twice with 1 mg/kg bortezomib (3 days apart), tumor RNA was harvested, and HSPA1A expression was measured by quantitative RT-PCR. Mean ± SEM, n = 3. RQ = relative quantity (to GAPDH). **B.** Effects of bortezomib on tumor growth. Athymic nude mice were inoculated s.c. with 253JB-V.KD9 or 253JB-V.NT cancer cells. When tumors became palpable (5–7 days), the mice were treated i.v. biweekly with bortezomib at 1 mg/kg/dose or with saline control. Tumor volumes were measured twice a week after the start of treatment. Values represent mean ± SE (N = 5).

## Discussion

In this study we demonstrate for the first time that the major inducible chaperone within the Hsp70 family, Hsp72, promotes resistance to bortezomib in bladder cancer cell lines. Induction of Hsp72 protected the resistant bladder cancer cells from the cytotoxic effects of bortezomib *in vitro* and *in vivo*. Hsp72 plays a well-established role in the ISR by preventing peptide nascent-chain misfolding and subsequent aggregation [30], by stabilizing lysosomes [31], and by directly binding to and inhibiting pro-apoptotic factors such as Apaf-1, AIF, and JNK [32]. A strong body of literature highlighting the role of Hsp72 in lysosomal function/integrity [29], [33] prompted us to investigate and positively identify increased levels of lysosomal instability as a mechanism for the increased bortezomib sensitivity displayed in the Hsp72-silenced 253JB-V cells. These results coincide with evidence citing the autophagy-lysosomal system as a critical regulator of cellular response to proteasome inhibitors [34]. Indeed, we previously demonstrated that modulating the lysosome-dependent process of autophagy can sensitize cancer cells to bortezomib [3]. We speculate that Hsp72-mediated lysosomal stabilization is required for efficient autophagic clearance of bortezomib-induced protein aggregates, and that inhibiting these effects promotes cytotoxicity.

The differential expression of HSPA1A in the four bladder cancer cell lines tested was associated with differential binding of HSF1 to the HSPA1A promoter, which was due to HSPA1A promoter methylation in the UM-UC10 and UM-UC13 cells. The histone methyltransferase inhibitor 5-aza-2′-deoxycitidine restored both baseline and bortezomib-induced HSPA1A expression, confirming that HSPA1A promoter methylation underlies the defect in gene induction observed in the UM-UC10 and –UC13 cells. In preliminary experiments we have determined that HSPA1A is also methylated in approximately half of primary human bladder cancers (W. Qi, unpublished observations). HSPA1A was also recently found to be hypermethylated in ovarian cancer cells [35]. At present, we do not have an explanation for why a major isoform of such an important chaperone would be silenced in a large fraction of human bladder cancers. However, an attractive explanation is that the HSPA1A gene lies in a particularly vulnerable CpG island that is targeted incidentally as a result of the more global methylation changes that drive bladder cancer cancer progression [36]. HSPA1A is located on the 6p21.3 region of chromosome 6 within a gene cluster best known as the MHC region (major histocompatibility complex), noted for its high density of MHC class I-III genes. HSPA1B is also located in this same region, but is thought to have a different promoter [37], providing the cell with two different loci from which to obtain Hsp72 protein should one promoter be turned off. The importance of maintaining Hsp72 protein levels is highlighted by our discovery of dramatic compensatory upregulation of the HSPA1B isoform in bladder cancer cells that lack the A1A isoform. In spite of the promising correlation between HSPA1A methylation and bortezomib sensitivity in the 4 cell lines characterized here, in other preliminary experiments using bladder cancer cell lines, we have found that HSPA1A expression does not appear to correlate well with bortezomib sensitivity (M. White, unpublished results). However, other functional consequences of the epigenetic silencing of HSPA1A in cancer should be explored with regard to tumor biology and chemotherapeutic response. More importantly, methylation of HSPA1A renders cells completely dependent upon HSPA1B for Hsp72 expression. Developing strategies to specifically inhibit HSPA1B could produce synthetic lethality in bladder cancers and other tumors with HSPA1A methylation.

There is growing enthusiasm in multiple disease sites for therapeutic modulation of the proteostasis network. Cancer cells in particular display higher levels of molecular chaperones [38] and pirate the protective functions of HSF1 to support their transformation [39], [40]. The development of Hsp90 inhibitors has firmly established protein chaperones as valid clinical targets, and agents such as the geldanamycin analogue 17-AAG, IPI-504 (retaspimycin), and VER52296 are currently in clinical trials for cancer [41]. In contrast, the availability of Hsp72 and HSF1 inhibitors is noticeably lacking. HSF1 inhibitors including triptolide, KNK-437, quercetin, NZ28, and emunin are limited by poor specificity and potency [42]. 2-phenylethynesulfonamide (PES) was recently shown to be a relatively specific chemical inhibitor of inducible Hsp72, disrupting multiple Hsp72 functions while avoiding interaction with other chaperones such as Hsc70, Grp78, or Hsp90 [43]. A small number of other Hsp72 inhibitors have been reported in preclinical studies, including ADD70 (AIF-derived decoy for Hsp70) [44], VER-155008 [45], and the dihydropyrimidine MAL3 compounds [46]. Collectively, our results support the further evaluation of combination therapy with bortezomib plus Hsp72 and/or HSF1 inhibitors in xenograft models of bladder cancer to determine toxicity and therapeutic efficacy and encourage the continued development of more potent heat shock response inhibitors.

## Supporting Information

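Bortezomib raised heat shock genes in both 253JB-V and UM-UC13 cells. Of 27 measured genes for heat shock proteins and their co-chaperones, 20 rose in 253JB-V (23 when adjusted over the list alone) and 16 rose in UM-UC13 (19 when adjusted over the list alone), and none fell. All 16 genes that rose in UM-UC13 also rose in 253JB-V. HSPA6, an Hsp70 gene that is almost silent in unstressed cells, had a log2 fold change of 3.91 in 253JB-V, and in UM-UC13, where it started from background, it rose at least 55.3-fold. DNAJB1 (Hsp40) rose by 2.97 in 253JB-V and 3.37 in UM-UC13 on the log2 scale, and BAG3, a co-chaperone of Hsp70, by 3.00 and 2.65. The small heat shock protein gene HSPB1 (Hsp27) rose by 0.92 and 1.03. HSPA8, which encodes the constitutive Hsc70, had log2 fold changes of 0.57 (adjusted p = 0.0702) and 0.18 (adjusted p = 0.584). HSP90AA1 had 0.05 in 253JB-V (adjusted p = 0.88).

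**Figure D2:**
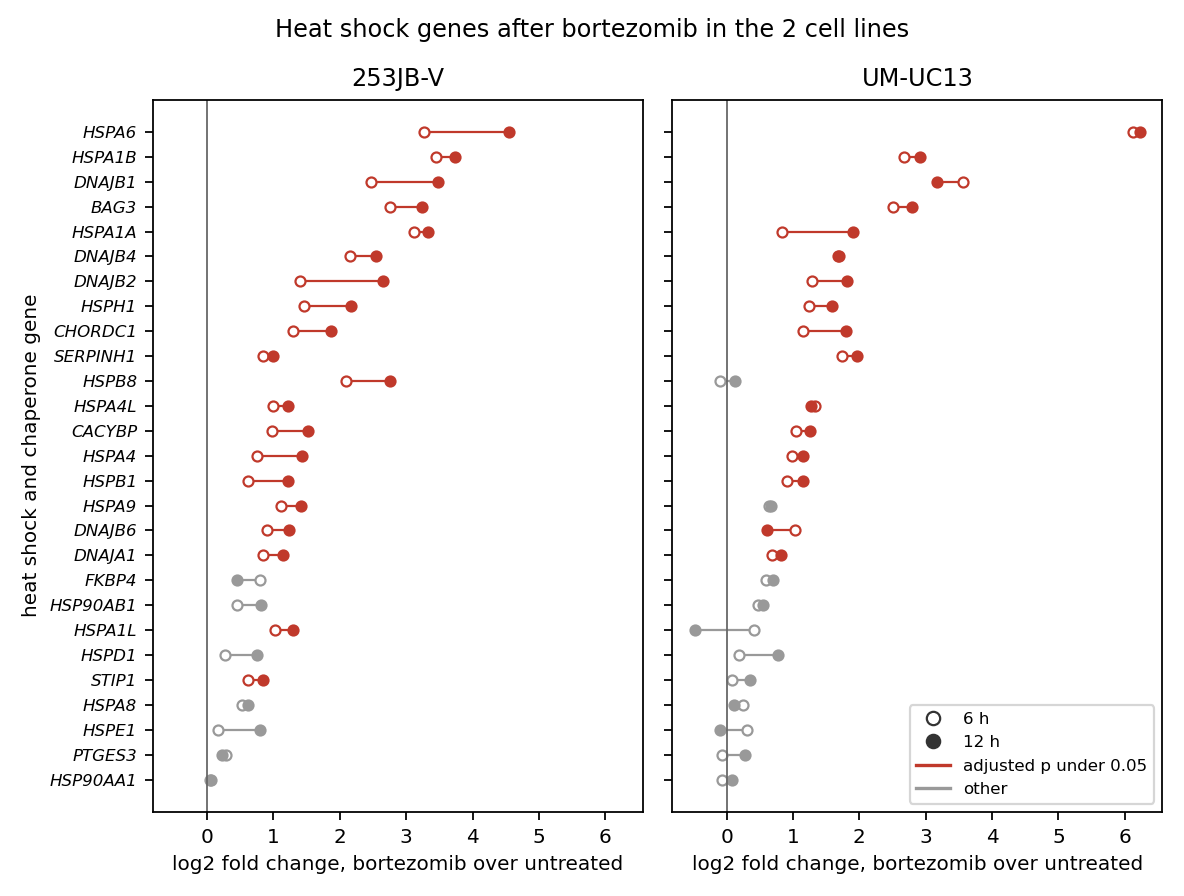
Log2 fold change with bortezomib of each measured heat shock gene at 6 h (open circles) and 12 h (filled circles) in the 2 lines. Red marks genes past the adjusted threshold in that line, 20 of 27 in 253JB-V and 16 of 27 in UM-UC13. Each circle compares 1 treated with 1 untreated array.

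The list as a whole moved up against the other genes (limma's camera, adjusted p = 2.8e-18 in 253JB-V and 2.8e-14 in UM-UC13). With an estimated correlation the adjusted p = 0.555 in 253JB-V and 0.437 in UM-UC13, but lists can hardly pass in this form on these arrays. HSPB8, a small heat shock protein gene, was the member whose response differed between the lines over all genes tested, with a log2 fold change of 2.43 in 253JB-V and a fitted value of 0.01 in UM-UC13, where no array detected it (difference 2.42, adjusted p = 0.029). When adjusted over the list alone, the fitted responses of HSPA6 (adjusted p = 0.00524) and SERPINH1 were larger in UM-UC13. Those of HSPA1A (adjusted p = 0.00729), HSPB8 and HSPA1L passed in the other direction, but untreated UM-UC13 cells were at background for all 3, so a larger rise in 253JB-V is not established by them. Leaving out the 12 h pair, 14 genes of the list rose in 253JB-V and 3 in UM-UC13, and without the 6 h pair of UM-UC13, 8 rose in that line.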

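Over the whole genome, 645 genes rose and 652 fell in 253JB-V, and 409 rose and 336 fell in UM-UC13. With the authors' normalized values 725 rose and 1050 fell in 253JB-V, so that 40.8% of its calls were rises against 49.7%, and 594 rose and 496 fell in UM-UC13. The lines shared 211 of the rises, where 28.0 would be shared by chance, and 138 of the falls, where 23.3 would be. Besides heat shock genes, the genes that rose most in both lines included ZFAND2A, a heat- and arsenite-inducible gene of the ubiquitin and proteasome system, with log2 fold changes of 3.69 in 253JB-V and 3.32 in UM-UC13. GABARAPL1, an autophagy gene, rose by 3.61 and 2.63 on the log2 scale. HMOX1, which encodes heme oxygenase 1, had a log2 fold change of 2.50 in 253JB-V and rose at least 6.21-fold in UM-UC13. CTH, an enzyme that makes cysteine, rose by 2.34 and 3.39 on the log2 scale. EGR1, an early growth response transcription factor, fell by 2.57 in 253JB-V and 2.85 in UM-UC13 on the log2 scale, and FJX1 fell by 2.42 and 2.71. STC1, which encodes the hormone stanniocalcin, fell by 3.04 on the log2 scale in 253JB-V, while its log2 fold change in UM-UC13 was -1.44 (adjusted p = 0.0605; difference between the lines, adjusted p = 0.299). At both times, 163 genes were at least 2-fold higher and 160 at least 2-fold lower in 253JB-V, against 140 and 95 in UM-UC13. In the same order these numbers were 62, 70, 60 and 27 with the authors' normalized values and 73, 65, 63 and 33 without background correction. The change was larger at 12 h than at 6 h for 991 of the 1297 genes called in 253JB-V and for 604 of the 745 called in UM-UC13. These calls treat the departure from a common effect at 6 and 12 h as the error, since no condition has a replicate. Without the 12 h pair of the line itself, 513 of the 1297 calls in 253JB-V and 12 of the 745 calls in UM-UC13 were made again, and without the 6 h pair 1073 and 190.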

Figure S1 **Whole-genome expression profiling depicting effects of bortezomib on HSR gene expression in 253JB-V and UM-UC13 cells.** Cells were incubated with or without bortezomib for 6 or 12 h, and global gene expression patterns were compared using the Illumina platform. Arrows highlight HSPA1A and HSPA1B.

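HSPA1B, the other gene for Hsp72, rose in both lines. Its log2 fold change was 3.60 in 253JB-V (standard error 0.19, limma adjusted p = 2.4e-04) and 2.80 in UM-UC13 (standard error 0.19, adjusted p = 3.8e-04). By fitted size it ranked 4 among the rises in 253JB-V and 10 among those in UM-UC13. The difference between the responses was 0.80 on the log2 scale (standard error 0.27, adjusted p = 0.291). Untreated UM-UC13 cells had more HSPA1B mRNA than untreated 253JB-V cells, with a log2 difference of -0.95 for 253JB-V minus UM-UC13 (standard error 0.18, adjusted p = 0.00134). The deposited signal of the HSPA1B probe (ILMN_1660436) in UM-UC13 was 5381 and 6468 in untreated cells at 6 and 12 h and 36424 and 40588 after bortezomib. In 253JB-V it was 3001 and 2591 in untreated cells and 34645 and 34212 after bortezomib. After treatment the log2 difference between the lines was -0.16 (adjusted p = 0.491). The treated signals in UM-UC13 were 81.9% and 98.9% of the brightest probe on their arrays, and those in 253JB-V were 74.3% and 77.2%.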

(TIF)

Figure S2 **Bortezomib-induced expression of other heat shock proteins.** Cells were exposed to 30nM BZ for 6 h, and mRNA expression changes were measured via quantitative RT-PCR. Values represent mean±SE (n = 2). Top, DNAJB1 (Hsp40); middle, HSPA8 (Hsc70); bottom, HSPB1 (Hsp27).
(TIF)

Figure S3 **The HSPA1A promoter contains a CpG island that is commonly methylated in cancer.** **A.** HSPA1A gene locus on Chromosome 6. Specific location is 6p21.3. **B.** UCSC Genome Browser screenshot depicting a CpG island (dark green bar) at HSPA1A consensus promoter regions in multiple cell lines (red bars). Below, DNA methylation analysis of the HSPA1A promoter region across multiple cell lines and tissues types. Unmethylated = green; 50% methylated = yellow; 100% methylated = red. Note that 8 out of 9 cell lines with significant methylation (orange-red color) were derived from human tumors.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

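Whole-genome expression was measured on 8 Illumina HumanHT-12 arrays, 1 for each combination of 2 cell lines (253JB-V and UM-UC13), 2 treatments (untreated and bortezomib) and 2 times (6 and 12 h). Samples were assigned to conditions from their labels and the legend of Fig. S1, and the labels give no chip, batch or dose. The authors' methods name the BeadStation scanner and BeadStudio, whose version is not given in the sources used here. The deposited table holds the average bead signal of each probe, an intensity on a linear scale that is neither background-subtracted nor normalized between arrays, and a detection p-value for each signal. A second deposited table holds the authors' normalized intensities on a linear scale. Within each array these keep the order of the deposited signals exactly (Spearman's rho 1), and their medians lie between 103 and 106.

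The deposited signals were processed in R 4.3.3 with limma 3.58.1. Background was corrected by neqc, with the level of the negative controls inferred from the detection p-values, an offset of 16 and quantile normalization, and values were taken on the log2 scale. Probes were kept when their detection p-value was under 0.01 on at least 2 of the 8 arrays, which 13666 of 48799 were. Gene symbols came from the platform's gene table, which names a gene for 28107 probes and several genes for 13 of these, and older symbols were matched to current ones by gene number. Genes of the Y chromosome and XIST were not analysed here. Of the kept probes, 11920 had a single symbol, and the probe with the highest mean represented each of 9406 genes; 2128 genes had more than 1 kept probe. No genome build is given for the arrays and none was used. Figures were drawn with matplotlib 3.10.9.

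The response of each line to bortezomib was fitted by limma with a term for time within each line, which leaves 2 residual degrees of freedom, moderated with a prior of 6.55. The difference between the lines is the contrast of the 2 responses, 253JB-V minus UM-UC13. Untreated lines were compared in a fit with 1 mean per line and treatment and a common time term, with 3 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over the 9406 genes with a threshold of 0.05. No group holds 3 samples, so splits of the samples could not be tested, and no group was large enough for an outlier test. Where a gene was below the detection limit on both arrays of an arm, its fold was computed against the dimmest detected probe of each array and is given as at least that size. The other arm had to be detected on at least 1 array and entered with the mean of both.

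In all, 25 gene lists were used, with 393 genes, of which 364 have a named probe and 304 were tested. They cover heat shock genes and co-chaperones, proteasome subunits, the immunoproteasome, endoplasmic reticulum chaperones, the integrated stress response, NRF2 targets, metallothioneins, genes that promote and genes that prevent apoptosis, p53 targets, NF-kB targets, mitosis, DNA replication, ubiquitin and autophagy, immediate early genes, cholesterol synthesis, lysosomes, neighbours of HSPA1A in the genome, heat shock factors with DNA methyltransferases, luminal and basal urothelial markers, epithelial junctions, mesenchymal markers, markers of blood and endothelial cells, and housekeeping genes. For each list the genes past the test were counted, over all genes and adjusted over the list alone. The 22 lists with at least 3 measured members were tested with camera at a preset correlation of 0.01, adjusted over lists, and again with the correlation estimated from the residuals. The genes named in the text are every gene the paper names, the 10 largest rises and falls in each line, the 8 largest response differences and the 8 largest untreated differences in each direction, and up to 4 members of each list with the largest mean change. The lists, tests, named-gene rule and alternatives were fixed before the data were examined. Heat shock genes and members of small counts named beyond this rule were chosen after their values were seen.

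The alternatives were 2 other background corrections, scaling to the median without quantile normalization, the authors' normalized values, 2 other detection filters, 2 other time terms, a variance prior with trend and robust estimation, every probe tested by itself, the Student's t-test of the paper's statistics section, and leaving out each line's 6 h or 12 h pair of arrays in turn. Gene lists were also compared with 10000 random lists matched on mean intensity.

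The fit was tested on simulated data with the moderated spread of the fit, in which 50 genes were changed by each of several folds among 9206 unchanged genes. The simulated change was the same at 6 and 12 h, with no floor at background and no ceiling. In the data 76.4% of the genes called in 253JB-V and 81.1% of those in UM-UC13 changed more at 12 h. The recoveries below may therefore not carry over to the data. Of 50 genes changed 2-fold in 253JB-V, 48 were recovered, and of 50 changed 2-fold in UM-UC13, 38 were, with 13 and 3 unchanged genes called. All 50 were recovered at 4-fold in either line. For the difference between the lines, 21 of 50 genes changed 2-fold in 253JB-V and 10 of 50 changed 2-fold in UM-UC13 were recovered, and 50 and 49 at 4-fold. Of 100 unchanged lists, camera with the preset correlation gave a p under 0.05 for 0 in 253JB-V and 1 in UM-UC13. The simulated genes varied independently of each other, so this cannot test the preset where the genes of a list vary together. In the data the estimated correlation was 0.485 for heat shock genes and 0.763 for mitosis genes. A list raised by 1 on the log2 scale had p = 0.00391 in 253JB-V and p = 0.00396 in UM-UC13 with an estimated correlation.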

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

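The tests of technical explanations in this part were chosen after the results were seen. The response to bortezomib differed between the 2 lines for 26 genes, 7 with a higher and 19 with a lower log2 fold change in 253JB-V than in UM-UC13, by limma's contrast of the responses. RGS2, a regulator of G protein signalling, had the largest fitted difference, with a log2 fold change of -1.27 in 253JB-V and 3.17 in UM-UC13 (253JB-V minus UM-UC13, -4.44, adjusted p = 0.00148). AKR1B10, an aldo-keto reductase and NRF2 target, rose at least 6.16-fold in UM-UC13, had a log2 fold change of -0.39 in 253JB-V and a fitted difference of -4.14. DNAJA4, an Hsp40 gene, rose by 2.96 on the log2 scale in UM-UC13 and differed by -3.04, and AXIN2, a target of Wnt signalling, rose by 2.10 there and differed by -2.90. The difference was -2.46 for MERTK, -2.36 for BLACAT1, -2.31 for PGF, -2.29 for CXCR4, -2.16 for FOXA1 and -2.14 for VSNL1. In the other direction, ANKRD1, a target of YAP signalling, rose at least 4.05-fold in 253JB-V and had a fitted difference of 3.44. LFNG, which modifies Notch, fell by 3.03 on the log2 scale in UM-UC13 and differed by 3.04. GPX3, a glutathione peroxidase, differed by 2.68, FBXO32 by 2.58, HSPB8 by 2.42, LINC02783 by 1.97 and ID3 by 1.80. For 20 of the 26 genes a line was below background on both arrays of a condition, so the size of the fitted difference depends on how background is handled. With the bound in place of the fitted fold, the difference is -3.02 or further from 0 for AKR1B10, -2.59 for AXIN2 and -1.08 for FOXA1, and at least 2.87 for ANKRD1 and 1.81 for FBXO32, while for 13 of the 20 no bound can be given. Whichever pair of arrays was left out, all 26 genes kept the direction of the difference, though they were selected on these same arrays. Such a fit takes the spread from the other line alone. Its prior had 101 degrees of freedom without a pair of 253JB-V and 5.93 without a pair of UM-UC13. The number of genes that pass then follows the fit, so these calls have no check against the loss of a pair.

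A floor at background was weighed as an explanation of these differences, since a fall cannot be seen in a line where the gene is already at background. A hidden fall is argued against for 19 of the 26 genes, which rose in a line or had an untreated level above background on both arrays of the other line, although for 7 of these, which rose with the other line at or below background before treatment, a rise that stays below background there cannot be seen; for the other 7, which fell in one line and were at or below background in the other, a floor and a lack of response cannot be told apart, since no array shows a level to fall from. The background correction and normalization were weighed under 4 other choices. Under all 4 choices, 19 of the 26 genes kept the difference in the same direction, which counts against these choices as its cause. The remaining 7 lost it under at least 1 choice, so that it stays open for them. The detection filter was not among these choices. Without a filter 1 gene is called in all, and 2 are when detection on all 8 arrays is required. A difference in biology between the lines may also underlie the pattern and was not tested further.

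3 gene lists moved differently in the 2 lines by camera with a preset correlation. With median scaling only 1 of them passed, the NRF2 targets, and with the authors' normalized values 5 lists did, the 3 with NF-kB targets and cholesterol synthesis. The NRF2 targets had a median response difference of -0.72 (13 genes, camera adjusted p = 1.9e-04, and adjusted p = 0.669 with an estimated correlation). Their median was -0.37 without background correction and with normexp, and -0.48 with the authors' values. The middle member is HMOX1, whose rise in UM-UC13 is known only as a bound, and in 3 of the 13 genes a line was below background, so the size depends on how background is handled. Whichever pair of arrays was left out, the NRF2 list passed, with a median from -0.69 to -0.38. For heat shock genes the median difference was 0.24 (adjusted p = 0.0492, and 0.894 with an estimated correlation), and 0.15 without background correction, 0.17 with median scaling (adjusted p = 0.0717) and 0.10 with the authors' values. The list did not pass without the 12 h pair of 253JB-V (median 0.062) or the 6 h pair of UM-UC13 (0.18). Immediate early genes had a median difference of 0.22 (adjusted p = 0.0492, and 0.669 with an estimated correlation), and 0.40 without background correction, 0.20 with median scaling (adjusted p = 0.0615) and 0.34 with the authors' values. Of the 4 fits without a pair, they passed only in that without the 6 h pair of 253JB-V, and their median ranged from 0.066 to 0.51.

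The paper gives no array values for the following gene groups, some of which it discusses. They moved with bortezomib by camera with a preset correlation; with an estimated correlation none of them passed. Genes of the integrated stress response, which restores amino acid supply and controls translation under stress, had a median log2 fold change of 1.30 in 253JB-V and 1.10 in UM-UC13. Of 23, 18 rose and 1 fell in 253JB-V (21 and 1 adjusted over the list alone), and 14 rose in UM-UC13 (17, with 1 lower, adjusted over the list alone). They included DDIT4 (2.56 in 253JB-V and 2.94 in UM-UC13), ASNS (2.20 and 2.73) and ATF3 (2.46 and 1.90), and SESN2 rose at least 2.67-fold in 253JB-V and at least 3.42-fold in UM-UC13. The adjusted p with an estimated correlation was 0.541 in 253JB-V and 0.329 in UM-UC13. When the line's 12 h pair was left out, 14 rose in 253JB-V and 2 in UM-UC13, and without the 6 h pair 17 and 9.

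Subunits and assembly factors of the proteasome, the complex that the drug inhibits, had a median of 0.44 in 253JB-V and 0.50 in UM-UC13. Of 28, 6 rose in 253JB-V (11 adjusted over the list alone) and 3 in UM-UC13 (14 adjusted over the list alone), among them PSMD12 (1.14 in 253JB-V and 0.82 in UM-UC13) and PSMD14 (0.77 and 0.93). With an estimated correlation the adjusted p was 0.555 and 0.437. Without its 12 h pair 1 rose in 253JB-V, and without either pair of UM-UC13 0 rose there. Without background correction 11 rose in each line, and with the authors' values 10 in 253JB-V and 16 in UM-UC13. Ubiquitin and autophagy genes had a median of 0.54 and 0.63, and 5 of 15 rose in each line (7 and 9 adjusted over the list alone, where 1 and 2 also fell), including SQSTM1 (1.00 and 1.10). The adjusted p with an estimated correlation was 0.541 and 0.437. When the line's 12 h pair was left out, 1 and 0 rose, and 1 rose in UM-UC13 without its 6 h pair. Without background correction 7 rose in each line and 1 fell in 253JB-V, and with the authors' values 7 and 8 rose and 1 fell in 253JB-V. Lysosome genes had a median of 0.31 and 0.26, and 2 of 15 rose in each line (3 and 3 adjusted over the list alone; adjusted p = 0.555 and 0.544 with an estimated correlation). Leaving out the 12 h pair of the line gave 1 and 0, and leaving out the 6 h pair of UM-UC13 gave 1, while 3 rose in each line without background correction and with the authors' values. The lysosome median in 253JB-V was 0.046 without its 12 h pair and 0.48 without its 6 h pair, and in UM-UC13 0.17 and 0.36. By camera with the preset correlation the lysosome list had an adjusted p of 0.0165 in 253JB-V and only just passed in UM-UC13 (0.0488).

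Endoplasmic reticulum chaperones and unfolded protein response genes had a median of 0.30 in 253JB-V and 0.17 in UM-UC13, and 3 of 19 rose in each line (3 and 4 adjusted over the list alone; adjusted p = 0.541 and 0.437 with an estimated correlation). DNAJB9 rose by 1.87 in 253JB-V and 1.38 in UM-UC13 and XBP1 by 0.85 and 1.61 on the log2 scale. In UM-UC13, 0 rose when its 12 h pair was left out, and the median was 0.26 without its 6 h pair. By camera with the preset correlation this list had an adjusted p of 0.00368 in 253JB-V and only just passed in UM-UC13 (0.0488). NRF2 targets had a median of 0.77 in UM-UC13, where 7 of 13 rose (8 adjusted over the list alone; adjusted p = 0.329 with an estimated correlation), among them GCLM by 1.71 and SRXN1 by 1.60, and 2 of 13 rose in 253JB-V (2 adjusted over the list alone; camera adjusted p = 0.197). Without the 12 h pair of UM-UC13 1 rose, and without its 6 h pair 3.

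3 groups moved down. Metallothioneins, which bind zinc and copper, had a median of -1.51 in 253JB-V and -1.14 in UM-UC13, and 4 and 2 of 5 fell (4 and 4 adjusted over the list alone; adjusted p = 0.555 and 0.515 with an estimated correlation), with MT1X falling in both lines (-2.05 and -1.14). When the 12 h pair of the line was left out, 2 and 0 fell, and 1 fell in UM-UC13 without its 6 h pair. In each line 3 fell without background correction and with the authors' values. The median was -0.92 without the 12 h pair and -2.15 without the 6 h pair in 253JB-V, and -0.60 and -1.51 in UM-UC13. Mitosis genes had a median of -0.44 and -0.45, and 2 of 21 fell in 253JB-V, PLK1 (-1.06) and CCNA2 (-0.96), and 0 in UM-UC13 (2 and 5 adjusted over the list alone; adjusted p = 0.555 and 0.59 with an estimated correlation). Without the 6 h pair of 253JB-V 10 fell there (median -0.71), and without its 12 h pair 0 (median -0.17). Without background correction, with normexp and with the authors' values, 6 fell in 253JB-V and 5 in UM-UC13. NF-kB targets had a median of -0.26 in UM-UC13, where 4 of 16 fell (4 adjusted over the list alone, with 1 higher; adjusted p = 0.437 with an estimated correlation), including IL1B (-1.71) and NFKBIA (-1.47). Without its 6 h pair 2 fell (median -0.11), and without its 12 h pair 0 (median -0.34). By camera with the preset correlation the NF-kB list only just passed in UM-UC13 (adjusted p = 0.0488).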

How the results depend on the processing

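With 1 array per condition, the counts depend on how the spread is estimated. Of 2587 values of named genes under the alternatives, 2190 kept their direction and their side of the threshold, 376 no longer passed, 10 now passed and 11 changed sign. Both HSPA1B rises and the HSPA1A rise in 253JB-V passed under every alternative except the methods' t-test after Benjamini-Hochberg (3.60 and 2.80 for HSPA1B, 3.22 for HSPA1A). The HSPA1A rise in UM-UC13, 1.37, did not pass by the methods' t-test, was lowest with the authors' normalized values (0.64) and ranged from 0.84 to 1.90 when a pair was left out. The difference in HSPA1A response passed without background correction (2.44), with normexp from all probes (2.32), with the authors' normalized values (2.49) and with trend and robust estimation (1.85), and ranged from 1.32 to 2.38 when a pair was left out. The cause was not tested for any of these changes. The genes whose response differed numbered 26, and 89 without background correction (39 higher in 253JB-V and 50 lower), 71 with normexp (27 and 44), 55 with the authors' values, 1 without a detection filter, 2 detected on all 8 arrays, 44 without a time term, 41 with a common one, 51 with trend and robust estimation, 755 by the t-test and 0 after Benjamini-Hochberg, and 0 to 458 when a pair was left out. The rises in 253JB-V numbered 0 by the adjusted t-test and 311 to 929 when a pair was left out, and its falls 1050 with the authors' values, 1 by the adjusted t-test and 281 to 1027 without a pair. The rises in UM-UC13 numbered 707 by the t-test, 0 after adjustment and 10 to 891 without a pair. Its falls were 509 without background correction, 214 without a filter, 620 and 0 by the t-test and 2 to 891 without a pair. When a pair is left out, the lone pair of that line is assumed to vary like the other line. Untreated differences numbered 4897, 3114 for genes detected on all 8 arrays, where fewer genes are tested, 2808 by the adjusted t-test and 3134 to 4214 without a pair. With an estimated correlation, a form that has little power here, 0 gene lists passed in either line or for the difference. Lists that differed numbered 3, and 1 with median scaling and 5 with the authors' values. Against random lists 6 had a median in the outer tails, a rule without adjustment over the lists, so this count is not comparable with the others. Genes at least 1.5-fold higher and lower at both times numbered 594 and 585 in 253JB-V and 465 and 406 in UM-UC13, and at least 4-fold 20, 8, 18 and 3. At 2-fold, in the same order, they were 73, 65, 63 and 33 without background correction, 83, 73, 75 and 37 with normexp, 62, 70, 60 and 27 with the authors' values and 93, 70, 88 and 45 on all 8 arrays. Genes that did not pass changed sign, namely GAPDH (0.16 with median scaling, 0.12 with the authors' values) and ACTB (0.12 and 0.080) in UM-UC13. Without a pair, ranges in 253JB-V crossed 0 for HSF1 (-0.11 to 0.63), ACTB (-0.47 to 0.12) and AIFM1 (-0.39 to 0.22), and in UM-UC13 for GAPDH (-0.15 to 0.12), ACTB (-0.17 to 0.079), HSF1 (-0.23 to 0.10) and MAPK8 (-0.064 to 0.31). Under the scalings the median log2 fold change of all genes lay between -0.038 and 0.042. HSPA1A has no value on all 8 arrays, and a chip term was not run, since the labels give no chip. Signal over background limits folds of dim genes, which are bounds.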

Differences from the paper's values

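The paper's RT-PCR values come from other samples. They were measured at 30 nM bortezomib for 6 h (Fig. 1B), at 12 h (Fig. 3A), or at a dose and time that the legend does not give (Fig. 2). The dose on the arrays is not known. For HSPA1A in 253JB-V, the paper's fold over untreated is 25 at the lower end of its range for 253JB-V and SW780, and the arrays give 8.68-fold at 6 h. The brightest probe of that treated array lay 12.3-fold above untreated HSPA1A, which limits the fold that can be read. Of the alternatives set before the data were examined, all that give a value differ from the paper's as well, with folds from 8.27 to 10.0.

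The paper's HSF1 fold in UM-UC13 is 1.3, and the arrays give 0.855 at 12 h. Without background correction, with normexp, with median scaling and with the authors' normalized values it is 0.875, 0.871, 0.879 and 0.877. These lie just within 1.5 times the paper's value, but each is below 1, where the paper gives a rise. The 6 h value, 1.07, used when the 12 h pair of UM-UC13 is left out, is also within 1.5 times the paper's. The remaining alternatives leave the value of 0.855 as it is. In 253JB-V the paper's HSF1 fold is 2, and the arrays give 1.55 at 12 h, within 1.5 times of it. With normexp (1.34) and median scaling (1.54) it also is. Without background correction (1.30) and with the authors' normalized values (1.24) it is not. Neither is the 6 h value, 0.93, used when the 12 h pair of 253JB-V is left out. The paper's HSF1 level in untreated UM-UC13 over untreated 253JB-V is 2, and the arrays give 4.82 at 12 h. With the authors' normalized values it is 2.86, within 1.5 times the paper's. The other choices of background and scaling gave 3.13 to 4.67, which are not. Neither are 3.65 and 3.76, where the 6 h value replaces that of a 12 h pair left out in 253JB-V or UM-UC13. The remaining alternatives leave the value of 4.82 as it is. Both give the higher level to UM-UC13.

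For HSPA1B, the array values compared here are means over 6 and 12 h. The untreated level of HSPA1B in UM-UC13 over 253JB-V is about 6.9 in the paper's Fig. 2A, read by eye, and the arrays give 1.94. Its fold with bortezomib in UM-UC13 is about 26 in the paper's Fig. 2B with Fig. 2A, read by eye, and the arrays give 6.95. In UM-UC13 the brightest probe of the treated arrays lay 7.80-fold above untreated HSPA1B at 6 h and 8.28-fold at 12 h, which limits the fold that can be read. No alternative comes within 1.5 times of either value. The first ranged from 1.78 to 2.01 and the second from 6.40 to 7.56, while choices of filter, time term, prior, probe and test leave both as they are. Its fold in 253JB-V, about 17 in Fig. 2B, read by eye, did not differ from 12.1 on the arrays by 1.5 times. Without the 12 h pair of 253JB-V it was 10.9, which did. The brightest probe of the treated arrays lay 15.0-fold above untreated HSPA1B at 6 h and 16.2-fold at 12 h in 253JB-V. A fold of 17 could thus hardly be read there either.

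On the arrays, the paper states a strong rise of HSPA1A in 253JB-V and denies it for UM-UC13, and its RT-PCR gives a slight rise of 2 to 4-fold in UM-UC10 and UM-UC13. The fit gives a rise of 1.37 on the log2 scale in UM-UC13 (limma adjusted p = 0.0187). Of this, a rise of at least 1.48-fold can be stated at 12 h and none at 6 h, which does not contradict the paper. With the authors' normalized values the rise was 0.64. The rise did not pass by the methods' t-test or without the 12 h pair of UM-UC13 (0.84, adjusted p = 0.444). The fitted difference between the lines was 1.85 (limma adjusted p = 0.106), and its size depends on how background is handled. It passed without background correction (2.44), with normexp (2.32), with the authors' normalized values (2.49) and with trend and robust estimation (1.85). Without the 6 h or 12 h pair of 253JB-V it was 1.95 and 1.75, in fits that take the spread from UM-UC13 alone. The values share the paper's order of the lines in the level of HSPA1A, treated and untreated.

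The paper states that HSPA1B was induced more in the lines with little HSPA1A, from RT-PCR of 4 lines. On the arrays its log2 fold change was 2.80 in UM-UC13 and 3.60 in 253JB-V, and the difference did not pass under any alternative. The brightest probe of the treated UM-UC13 arrays lay only 2.96 (6 h) and 3.05 (12 h) above untreated HSPA1B on the log2 scale. A fold above that of 253JB-V could hardly be read there, so these values cannot test the paper's statement. The paper's higher untreated HSPA1B in UM-UC13 is also seen on the arrays (-0.95 for 253JB-V minus UM-UC13, adjusted p = 0.00134).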

Other observations

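The tests of technical explanations in this part were chosen after the results were seen. Before treatment the 2 lines were far apart, with 2430 genes higher in 253JB-V and 2467 higher in UM-UC13 of 9406 tested. Untreated 253JB-V cells had at least 448-fold more VIM (vimentin), at least 264-fold more DPYSL3, at least 234-fold more AKR1B10, at least 222-fold more CD24, at least 160-fold more CLDN2 (a claudin) and at least 128-fold more CCL2. SHISA2 was at least 143-fold and CA2 at least 144-fold higher there. UM-UC13 cells had at least 162-fold more ANXA1, at least 133-fold more CTHRC1, at least 101-fold more SRGN and at least 75.8-fold more FXYD5, and at least 62.5-fold more VGLL3, 61.3-fold more IL1B and 59.7-fold more UCHL1. MT1E, a metallothionein, was -7.20 on the log2 scale for 253JB-V minus UM-UC13. Among markers of cell state, CDH1 (E-cadherin, at least 41.2-fold) and CDH2 (N-cadherin, at least 31.9-fold) were higher in 253JB-V, and EPCAM (at least 5.22-fold) and PPARG (-3.49 on the log2 scale) were higher in UM-UC13.

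Of 13 measured genes that promote apoptosis, 1 rose and 2 fell in 253JB-V (1 and 3 adjusted over the list alone), and 1 rose and 1 fell in UM-UC13 (4 and 1 adjusted over the list alone). PMAIP1, which encodes the BH3-only protein Noxa, rose by 1.42 on the log2 scale in 253JB-V and had 0.63 in UM-UC13 (adjusted p = 0.11; difference between the lines, adjusted p = 0.36). BIK fell by 1.36 in UM-UC13, and FAS and APAF1 had -0.75 and -0.85 in 253JB-V. Of 7 genes that prevent apoptosis, BCL2 fell in 253JB-V (adjusted p = 0.0231) and 0 moved in UM-UC13. Of 9 p53 targets, 3 rose in 253JB-V (3 adjusted over the list alone), GADD45A, MDM2 and CDKN1A, and CDKN1A rose in UM-UC13 (2 higher and 1 lower adjusted over the list alone). In UM-UC13 the p53 targets had a median of -0.05 and a mean of 0.03, with the test pointing up, and the median was 0.01 with median scaling. Of 21 DNA replication genes, 2 fell in 253JB-V, MCM3 and FEN1, and 0 in UM-UC13. Without background correction, with normexp and with the authors' values, 4, 3 and 5 of these fell and 1 rose in 253JB-V, and 3 fell in UM-UC13. Of 14 immediate early genes, 2 rose and 2 fell in 253JB-V (5 and 2 adjusted over the list alone), and 1 rose and 3 fell in UM-UC13 (3 and 5). HMGCS1 rose among 10 cholesterol synthesis genes in 253JB-V (0.85; 2 adjusted over the list alone), and 0 in UM-UC13. None of 9 immunoproteasome and antigen presentation genes passed in either line (1 lower in UM-UC13 adjusted over the list alone), with TAP1 at -0.71 and -0.77. Of the calls in these lists in UM-UC13, 1 fall of an immediate early gene was made without its 12 h pair, and without its 6 h pair 1 fall of a gene that promotes apoptosis and 1 rise and 1 fall of immediate early genes. In 253JB-V without its 12 h pair, 1 rose and 1 fell among genes that promote apoptosis, 0 rose and 1 fell among immediate early genes and 0 fell among DNA replication genes. Without the 6 h pair of 253JB-V, 2 genes that promote apoptosis rose, 2 that prevent it fell, 1 p53 target, 6 immediate early genes and 2 of cholesterol synthesis rose, and 1 immunoproteasome gene fell. NF-kB targets had 2 higher of 16 in 253JB-V (2 adjusted over the list alone; camera adjusted p = 0.872), and 1 without its 12 h pair, while without its 6 h pair 4 fell. Without background correction and with the authors' values, 3 genes that promote and 3 that prevent apoptosis fell in 253JB-V, 1 immunoproteasome gene fell in each line, and 2 and 3 NF-kB targets fell in 253JB-V. Under the same choices, 3 genes that promote apoptosis, 2 p53 targets, 2 immediate early genes and 1 of cholesterol synthesis rose in UM-UC13, and 1 that prevents apoptosis, 4 immediate early genes and 1 of cholesterol synthesis fell there.

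Of 12 measured neighbours of HSPA1A in the genome, SNHG32 (1.18) and HSPA1L (1.16) rose in 253JB-V (2 higher and 2 lower adjusted over the list alone), and 0 of 12 passed in UM-UC13. In 253JB-V the list had a median of -0.11 and a mean of 0.00, with the test pointing down (camera adjusted p = 0.887), and a median of 0.024 without its 6 h pair. Without the 12 h pair of 253JB-V, 1 rose, and without its 6 h pair 3 fell. Without background correction 1 fell in each line, and with the authors' values 2 in 253JB-V and 1 in UM-UC13. Among heat shock factors and DNA methyltransferases 0 of 3 passed in either line. HSF1, the factor that drives heat shock genes, had log2 fold changes of 0.26 (adjusted p = 0.479) in 253JB-V and -0.06 (adjusted p = 0.9) in UM-UC13, and its untreated level was lower in 253JB-V (-1.89, adjusted p = 5.5e-05). HSPA5, the endoplasmic reticulum chaperone BiP, rose by 1.45 in UM-UC13 and had 0.52 in 253JB-V (adjusted p = 0.141; difference between the lines, adjusted p = 0.272).

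Of 7 luminal markers, FOXA1 rose in UM-UC13 (1 adjusted over the list alone; median -0.18, mean 0.07, test pointing down) and 0 moved in 253JB-V; without the 12 h pair of UM-UC13 FOXA1 did not pass, without its 6 h pair the median was -0.27, and without background correction and with the authors' values 1 luminal marker fell in 253JB-V. Of 9 mesenchymal markers, ZEB1 rose in UM-UC13 (1.05; 1 adjusted over the list alone), where the list's median was -0.06 and its mean 0.02 with the test pointing down (median -0.26 without its 12 h pair), and without either UM-UC13 pair, without background correction and with the authors' values 0 passed; 0 passed in 253JB-V, and 2 without its 6 h pair. The basal list had 1 measured gene, CD44, the epithelial junction list 2, CDH1 and EPCAM, and the list of other cell types 1, CD68; 0 of these passed, apart from 1 lower in 253JB-V among the junction genes adjusted over the list alone, without background correction, with normexp, with the authors' values and without the 6 h pair of 253JB-V. Of 6 housekeeping genes, TUBB fell in 253JB-V (-1.14), but not without its 12 h pair, and 0 passed in UM-UC13, where the list's median was -0.08, and 0.03 with median scaling.

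HSPA1B did not rise more in UM-UC13 than in 253JB-V on the arrays. A signal ceiling may hold back its fold there, since its signal after treatment lay 0.21 below the brightest probe of those arrays on the log2 scale, less than the difference of 0.80 between the lines, and this is in line with such a ceiling. The brightest probe stands in for the limit of the scanner, which is not given. HSPA1A transcripts read by the HSPA1B probe in 253JB-V are another possible explanation. The HSPA1A log2 fold change there was -0.38 from that of HSPA1B (standard error 0.32, which ignores that both probes share arrays). HSPA1A rose less at both times, by 3.12 against 3.45 at 6 h and 3.32 against 3.74 at 12 h. But treated HSPA1A was itself at 71.8% and 71.5% of the brightest probe, so its fold may be held back too and this explanation stays open. A difference in biology between the lines was not tested.

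HSPA1A was detected on 1 of the 2 treated UM-UC13 arrays, that at 12 h. Scatter of probes at background is argued against, since 0.0251% of 19908 such probes rose by as much. HSPA1B transcripts read by the HSPA1A probe may give the signal, and it lay 4.25 SD of background probes from the level predicted at 12 h from the 6 h arrays by the HSPA1B signal. This cannot be told apart from a low level of HSPA1A, since HSPA1B itself lies near the brightest probe there and probe sequences were not used here.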
